# Serum circulating proteins from pediatric patients with dilated cardiomyopathy cause pathologic remodeling and cardiomyocyte stiffness

**DOI:** 10.1172/jci.insight.148637

**Published:** 2021-10-08

**Authors:** Danielle A. Jeffrey, Julie Pires Da Silva, Anastacia M. Garcia, Xuan Jiang, Anis Karimpour-Fard, Lee S. Toni, Thomas Lanzicher, Brisa Peña, Carissa A. Miyano, Karin Nunley, Armin Korst, Orfeo Sbaizero, Matthew R.G. Taylor, Shelley D. Miyamoto, Brian L. Stauffer, Carmen C. Sucharov

**Keywords:** Cardiology, Cardiovascular disease, Molecular biology

## Abstract

Dilated cardiomyopathy (DCM) is the most common form of cardiomyopathy and main indication for heart transplantation in children. Therapies specific to pediatric DCM remain limited due to lack of a disease model. Our previous study showed that treatment of neonatal rat ventricular myocytes (NRVMs) with serum from nonfailing or DCM pediatric patients activates the fetal gene program (FGP). Here we show that serum treatment with proteinase K prevents activation of the FGP, whereas RNase treatment exacerbates it, suggesting that circulating proteins, but not circulating miRNAs, promote these pathological changes. Evaluation of the protein secretome showed that midkine (MDK) is upregulated in DCM serum, and NRVM treatment with MDK activates the FGP. Changes in gene expression in serum-treated NRVMs, evaluated by next-generation RNA-Seq, indicated extracellular matrix remodeling and focal adhesion pathways were upregulated in pediatric DCM serum and in DCM serum–treated NRVMs, suggesting alterations in cellular stiffness. Cellular stiffness was evaluated by Atomic Force Microscopy, which showed an increase in stiffness in DCM serum–treated NRVMs. Of the proteins increased in DCM sera, secreted frizzled-related protein 1 (sFRP1) was a potential candidate for the increase in cellular stiffness, and sFRP1 treatment of NRVMs recapitulated the increase in cellular stiffness observed in response to DCM serum treatment. Our results show that serum circulating proteins promoted pathological changes in gene expression and cellular stiffness, and circulating miRNAs were protective against pathological changes.

## Introduction

Heart failure (HF) is a major public health issue in the United States and a leading cause of hospitalization in both adult and pediatric populations (1). In children, HF has several etiologies, with congenital heart disease being the most common reason for heart transplantation in children younger than 1 year of age, and dilated cardiomyopathy (DCM) being the most prevalent reason in children older than 1 year of age (2). Within 5 years of diagnosis, 40% of children with DCM either die or undergo cardiac transplantation (3). Although DCM is present in both adult and pediatric populations, we and others have identified age-specific differences, including changes in β-adrenergic receptor (β-AR) density, a unique transcriptome profile, lack of cardiomyocyte hypertrophy, and minimal interstitial fibrosis in the pediatric population when compared with adults (4–7). Although there is minimal fibrosis, extracellular matrix (ECM) remodeling is present in the pediatric DCM heart (5, 8). Alterations in ECM may increase myocardial stiffness, which could lead to ventricular dysfunction (9). Although stiffness in adults with HF has been extensively studied, less is known about the contribution of stiffness to HF in the pediatric population (10).

One major limitation to pediatric studies is the lack of an in vivo disease model. To circumvent this problem, we developed an in vitro model that consists of treating primary cardiomyocytes with serum from pediatric patients with DCM. We previously showed that serum circulating factors contribute to pathologic remodeling in vitro using neonatal rat ventricular myocytes (NRVMs) and human-induced pluripotent stem cell–derived cardiomyocytes (4, 11). Additionally, we showed that serum-induced pathological remodeling was not dependent on the β-AR or the renin-angiotensin-aldosterone systems, and that factors in the secretome, other than circulating catecholamines or angiotensin II, contribute to pathological cellular remodeling (11).

The secretome contains proteins, DNA, and small noncoding RNAs. Often these factors are present in extracellular vesicles (EVs). Our previous work showed that exosomes/EVs are involved in the pathological response to DCM serum (11). EVs can function as paracrine factors and can carry proteins and nucleic acids, including miRNAs. miRNAs are small noncoding RNAs, roughly 22 nucleotides in length, that are capable of modulating gene expression by interacting with the 3′-UTR of target mRNAs (12). EV miRNAs can alter gene expression in recipient cells as shown in various cancer models, whereas miRNAs modulate processes such as angiogenesis, drug resistance, and metastasis (13, 14). Additionally, others have shown that paracrine EV miRNA can contribute to cardiomyocyte hypertrophy through cell-to-cell communication between cardiac fibroblasts and cardiomyocytes (15). Although we previously showed that EVs, including exosomes, and the resulting serum suspension (EV-free fraction) can contribute to pathologic remodeling in NRVMs, the number of exosomes in pediatric DCM serum was lower than that in nonfailing (NF) controls (11). Furthermore, we did not investigate which serum secretome factors were important for the observed pathologic response. The goal of this study was to define the contribution of circulating miRNAs and proteins, regardless of EV localization, to pathologic remodeling in cardiomyocytes, and the functional consequence of DCM serum treatment in vitro.

Using a multiomics approach, we sought to define changes in gene expression in response to DCM serum treatment of NRVMs compared with cells treated with age-matched NF control serum. Here we show that the pathways related to ECM remodeling and focal adhesion were upregulated in the transcriptome of DCM-treated primary cardiomyocytes. Furthermore, we show that changes in the expression of the fetal gene program (FGP) were mediated by serum circulating proteins, that serum circulating miRNAs were protective, and that, of the significantly altered miRNAs, all were decreased in pediatric DCM serum when compared with serum from NF controls. An analysis of the circulating proteome profile of children with DCM identified several upregulated proteins. Our results show that the treatment of NRVMs with recombinant midkine (MDK) increased the expression of atrial natriuretic factor (ANF) and b-type natriuretic peptide (BNP), and serum depletion of MDK blunted serum-mediated increases in ANF and BNP. To determine the functional significance of the predicted alterations in ECM remodeling and focal adhesion, we performed atomic force microscopy (AFM) of serum-treated NRVMs. Our results show an increase in stiffness in DCM serum–treated cells. Of the proteins increased in the DCM secretome, secreted frizzled-related protein 1 (sFRP1) was a likely contributor to the observed stiffness, because the treatment of NRVMs with recombinant sFRP1 resulted in increased stiffness. In summary, we provide evidence to support the secretome as an important contributor to pathologic cardiomyocyte remodeling, and the use of serum-treated NRVMs as a valid model to investigate pediatric DCM-related mechanisms of disease.

## Results

### Patient characteristics.

Summarized patient characteristics for all patients included in this study are listed in Table 1 and detailed characteristics in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.148637DS1). NF patient serum and plasma had a total number of 23 subjects, with a median age of 9.74 (IQR range of 6.19), 39% of whom were female. DCM patient serum and plasma had a total number of 49 subjects, with a median age of 4.83 (IQR range of 11.09), 52% of whom were female.

### ECM remodeling pathways were altered in response to DCM serum–treated NRVMs.

To further explore pathological remodeling associated with pediatric DCM, we evaluated gene expression changes in NF serum– and DCM serum–treated NRVMs. Next-generation RNA-Seq was performed on serum-treated NRVMs (*n* = 6 NF serum–treated and *n* = 6 DCM serum–treated NRVMs from 3 different NRVM preparations) and identified more than 20,000 genes. 

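NRVMs are ventricular muscle cells isolated from newborn rats, and in this experiment they were cultured with serum from nonfailing (NF) children or from children with DCM. The deposited expression table holds 3 NF serum and 3 DCM serum libraries, 1 of each for each of 3 NRVM preparations (A, B and C), and each library pools 2 RNA preparations of the 6 that the paper counts per group. The sample labels give 1% serum for 72 hours, and the paper's methods give 2% serum for 48 to 72 hours. In the labels, 2 of the 3 NF libraries carry the same pair of sample numbers, while the 3 DCM libraries carry 3 different pairs. The numbers may stand for serum donors, which the sample names do not say. The paper reports reads of 150 bases and an average of 38000000 to 44000000 mapped reads per sample. The authors aligned them to the rat genome (Rnor_5.0) with GSNAP and computed FPKM, a count of fragments scaled by exon length and by the mapped reads of the library, with Cufflinks. The table gives FPKM without read counts, so the depth behind each single value is unknown.
The table contains 3221 genes, each with an authors' q under 0.10 (largest value 0.0999). It is therefore a selected set of genes, and no gene outside it was analysed here. Counts and statements for a gene list cover only its members in the table. Every gene in it has 1 direction in all 3 preparations (252 higher and 2969 lower), so agreement in direction between preparations comes with the selection. In the authors' columns, 253 genes have a fold change above 1 and 2968 below 1 with DCM serum. The authors' test does not treat both directions alike. When NF and DCM were exchanged, 232 of the 2968 lower genes still passed at the table's largest p, against 252 of 253 higher genes. The median FPKM of the table was 8.19, 8.37 and 8.71 in NF libraries A, B and C, and 7.10, 6.23 and 7.41 in DCM libraries A, B and C. The median log2 ratio of DCM to NF serum was -0.17, -0.40 and -0.25 in preparations A, B and C. Because most genes of the table share this lower level, counts of changed genes are also given relative to each preparation's median. These medians come from a selected table with 2969 lower genes and may not hold for the whole libraries. Centring on them raises every ratio, so such counts favor genes that rise.
Expression was compared on log2(FPKM + 1) with limma, at a Benjamini-Hochberg adjusted p under 0.10. In the unpaired limma fit, 3 NF libraries were compared with 3 DCM libraries. In the paired limma fit, the NRVM preparation was added as a block, since the table divides each DCM library by the NF library of its own preparation. Genes are said to have risen or fallen where they passed the paired limma fit. The plan made before the data were examined set the unpaired fit for a table with varying values of every library, as here. For a table of ratios alone it set a fit of the 3 ratios. With the unpaired fit, the paired fit was planned only for the number of genes called. Its use for single genes and gene lists was chosen after the data were seen. So was its combination with centred ratios, the 11859 genes or left-out preparations. Selection by the authors' q favors genes whose 3 ratios lie close together. Calls of the paired fit were therefore also adjusted over the 11859 genes behind that q, with each gene outside the table taken as unchanged. That adjustment leaves the small spread of the selected ratios as it is. Few lower genes passed the authors' test when counted as higher, so higher genes were held to closer ratios relative to their change. Counts over the 11859 genes therefore favor genes that rise. The paired fit tests the same ratios that the selection used, so passing it is no independent support. Gene effects are the mean log2 ratio of DCM to NF serum ± SD over the 3 preparations.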

We identified 629 significantly differentially expressed genes between NF serum– and DCM serum–treated samples, 378 upregulated and 251 downregulated (Figure 1A). 

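Pgf, which encodes the angiogenic placental growth factor, was at 2.86 ± 0.0699 FPKM (SD, n = 3) with NF serum and 8.22 ± 1.19 FPKM (SD, n = 3) with DCM serum. Its log2 ratio was 1.51 ± 0.24 (limma adjusted p = 0.0545 unpaired and 0.0153 paired). Phyhd1, a dioxygenase, rose from 13.8 ± 0.972 to 31.5 ± 3.04 FPKM, with a log2 ratio of 1.18 ± 0.22 (limma adjusted p = 0.0558 unpaired and 0.0167 paired). Fam46b rose from 18.7 ± 1.87 to 43.0 ± 6.26 FPKM, with a log2 ratio of 1.19 ± 0.08 (limma adjusted p = 0.0894 unpaired and 0.0115 paired). LOC685221, an unnamed locus given here after its values were seen, went from 9.62 ± 0.599 to 3.63 ± 0.315 FPKM, with a log2 ratio of -1.41 ± 0.07 (limma adjusted p = 0.0545 unpaired and 0.0115 paired). All 4 genes also passed the paired fit when adjusted over the 11859 genes. That adjustment was not made for the unpaired fit, where it would raise each adjusted p.
These 4 genes, 3 higher and 1 lower, are those called by the unpaired limma fit, and 533 genes had an unadjusted p under 0.05. No gene passed the unpaired fit when preparation A, B or C was left out. The paired limma fit called 2185 genes, 201 higher and 1984 lower (90.8% lower). After each preparation was centred on its median it called 596 genes, 252 higher and 344 lower (57.7% lower). These 252 are as many as all higher genes of the table, and each list likewise had as many as its higher members. A rise relative to the medians is therefore no further support. Without preparation A, B or C the paired fit, not centred, called 1304, 592 and 620 genes. Adjusted over the 11859 genes, the paired fit called 114 genes, 66 higher and 48 lower.
Of the 9 other genes with the smallest unpaired p among higher genes, none was called by the unpaired fit, and all 9 rose in the paired limma fit (adjusted p from 0.0115 to 0.0234, and from 0.0422 to 0.0862 over the 11859 genes). They included Rapgef5, an activator of Rap GTPases, with a log2 ratio of 1.59 ± 0.17. Notch4, a Notch receptor, had a ratio of 2.38 ± 0.30 from a low level of 0.228 ± 0.0438 FPKM with NF serum. Gpd1, a glycerol-3-phosphate dehydrogenase, had 1.09 ± 0.23, Drap1, a transcriptional corepressor, 1.02 ± 0.20, Rprml 1.98 ± 0.22 and Paqr4 0.75 ± 0.08.
The 12 named lower genes were not called by the unpaired fit, and all 12 fell in the paired limma fit (adjusted p from 0.0167 to 0.0324). Dkk3, a secreted modulator of Wnt signaling, went from 86.5 ± 13.1 to 44.9 ± 10.2 FPKM, a log2 ratio of -0.96 ± 0.40. Doc2g had the largest decrease among them, with a log2 ratio of -1.72 ± 0.27, and Ntn4, a netrin of basement membranes, had -0.97 ± 0.34. Ratios were -0.96 ± 0.25 for Ap1s3, -1.08 ± 0.39 for Nuak2, -0.96 ± 0.41 for Ephb3, -0.83 ± 0.26 for Clip4 and -1.45 ± 0.52 for Tmem71. They were -1.43 ± 0.51 for Fam213b, -0.98 ± 0.42 for Hfe2 and -0.99 ± 0.36 for Rapsn, while Plekha6 has 2 entries in the table and no single value is given for it. Over the 11859 genes, 4 of the 12 passed (Ap1s3, Clip4, Fam213b and Doc2g).

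**Figure D1:**
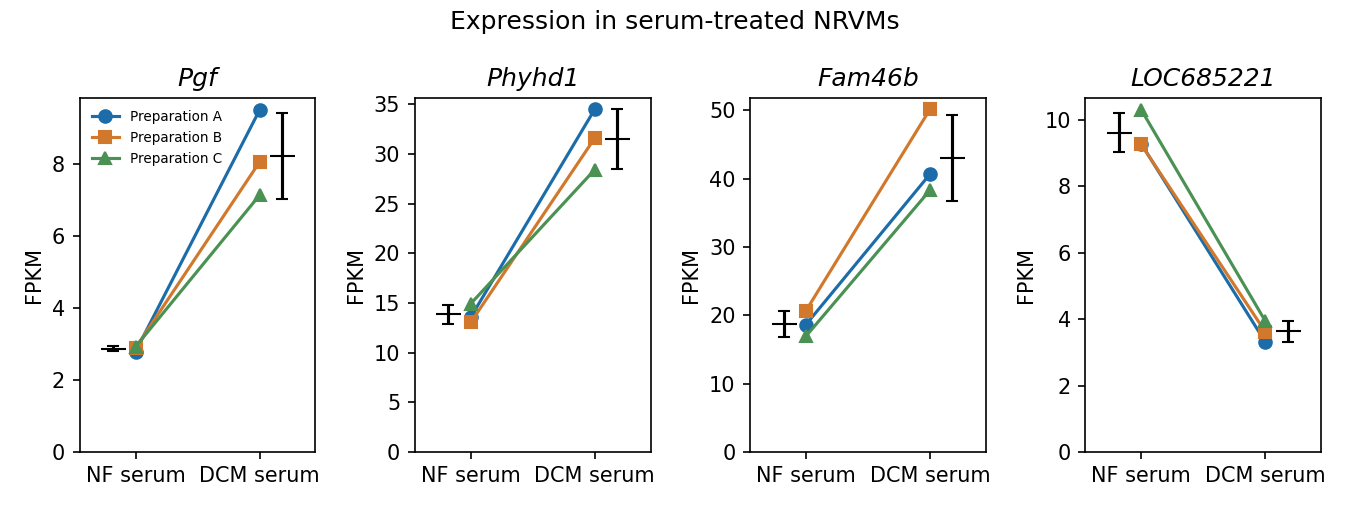
FPKM (y axis, linear, from 0) of the 4 genes called by the unpaired limma fit, with NF serum and with DCM serum (x axis); each line joins the libraries of 1 NRVM preparation, and the black bars are the mean ± SD of 3 libraries. Pgf, Phyhd1 and Fam46b were higher and LOC685221 was lower with DCM serum; as for every gene of the table, the 3 preparations have the same direction.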

Unsupervised hierarchical clustering separated NF and DCM samples based on their gene expression profiles (Figure 1B). 

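On the 4 genes of the unpaired fit (Pgf, Phyhd1, Fam46b and LOC685221), hierarchical clustering with average linkage parted the 3 NF from the 3 DCM libraries. Each of the 6 libraries was nearest to a library of its own serum. On all 3221 genes, the first division instead parted both libraries of preparation A from the other 4, and 3 of 6 libraries were nearest to one of the same serum. The mean Euclidean distance there was 21.8 between libraries of the same preparation and 23.8 between libraries of the same serum. On the 2185 genes of the paired fit the first division was again by preparation A, and 4 of 6 libraries were nearest to one of the same serum. Genes chosen because they differ between sera favor a division by serum. The paper's methods normalize transcripts to the NF group of each preparation. Dividing each DCM library by its own NF library in this way sets the NF values equal. With that division, all 3221 genes parted NF from DCM libraries, and 6 of 6 were nearest to one of the same serum.
Across genes, which are not independent replicates, the Pearson correlation of log2 ratios was 0.706 for preparations A and B, 0.605 for A and C, and 0.728 for B and C. The selection of genes with agreeing ratios builds in part of this, and with the division into higher and lower genes removed the correlations were 0.552, 0.394 and 0.579. In the labels, the NF libraries of B and C carry the same pair of sample numbers. Genes that respond to glucocorticoids, such as Mt2A and Errfi1, had median log2 ratios of 0.90, 0.98 and 0.95 in preparations A, B and C. Interferon response genes had medians of -0.36, -0.86 and -0.44 in the same order. Among DCM libraries, B and C were closest, at a Euclidean distance of 20.7, against 27.3 for A and B and 26.4 for A and C.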

Supplemental Table 2 lists all significantly 629 differentially expressed genes.

Using IPA and Metascape, pathways were analyzed using the identified significantly differentially expressed genes (Table 2). The top 15 canonical pathways of both upregulated (312 mapped IDs) and downregulated (227 mapped IDs) genes are reported. 

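Of 51 genes listed for the glucocorticoid response, only 8 entries are in the table, and most of these rose with DCM serum. Of the 8 entries of that list in the table, 6 rose and 2 fell in the paired limma fit, with the same counts when adjusted over the list alone, and 6 rose and none fell over the 11859 genes. The unpaired fit called none of them over the whole table, and 6 higher and 1 lower when adjusted over the list alone. Mt2A, a metallothionein that binds metal ions, rose from 54.5 ± 13.4 to 145 ± 22.1 FPKM (SD, n = 3 each), a log2 ratio of 1.43 ± 0.25. Errfi1, an inhibitor of the EGF receptor, rose from 5.19 ± 1.86 to 12.8 ± 2.08 FPKM. Arrdc2 had a log2 ratio of 1.23 ± 0.22. Klf9, a transcription factor, and Map3k6, both given after their values were seen, had ratios of 0.63 ± 0.02 and 1.17 ± 0.20. Both entries that fell belong to Nr3c1, the glucocorticoid receptor itself. Without preparation A, B or C, 6 entries rose each time and 2, 1 and 1 fell, and relative to the preparation medians 6 rose and 1 fell. In limma's camera test the list was higher than the rest of the table (adjusted p = 1.6e-14, and adjusted p = 0.0275 with an estimated correlation). With preparation as a block, camera gave an adjusted p of 4.85e-13, and adjusted p = 0.353 with an estimated correlation.
Several lists of metabolic and stress responses were mixed. Of 5 genes of the NRF2 oxidative stress response, 3 rose and none fell (3 and 2 when adjusted over the list alone). With preparation A, B or C left out, 3, 2 and 2 rose and 1, 0 and 0 fell. Relative to the preparation medians 3 rose and none fell, and over the 11859 genes 1 rose. Mgst1, a microsomal glutathione transferase, had a log2 ratio of 1.04 ± 0.01, and Mafg, a partner of NRF2, had 0.28 ± 0.04. Camera placed this list higher than the rest of the table (adjusted p = 0.000142, and adjusted p = 0.155 with an estimated correlation). Of 6 genes of xenobiotic oxidation, 3 rose and 2 fell (3 and 3 when adjusted over the list alone), and 2, 2 and 1 rose and 2, 1 and 1 fell without preparation A, B or C. From the preparation medians 3 rose and 1 fell, and over the 11859 genes 1 rose and none fell. Cyp26b1, which degrades retinoic acid, had a log2 ratio of 1.15 ± 0.17, and Aldh1a3, which makes retinoic acid, had -1.02 ± 0.50. Its camera result was an adjusted p of 0.00994, but adjusted p = 0.199 with median-centred ratios and adjusted p = 0.415 with an estimated correlation.
Of 12 genes of the insulin response, 4 rose and 5 fell, and the counts were the same when adjusted over the list alone. Those that fell numbered 2, 1 and 3 without preparation A, B or C, while 3 rose each time. Taken from the preparation medians 4 rose and 1 fell, and over the 11859 genes 1 rose and none fell. Foxo1, a transcription factor restrained by insulin signaling, had a log2 ratio of 0.45 ± 0.03, and Igfbp4, which binds insulin-like growth factors, had -0.78 ± 0.34. The list had a median of -0.25, and camera gave a direction up with an adjusted p of 0.101 (0.00877 with preparation as a block, and adjusted p = 0.662 with an estimated correlation). Without preparation A or B the unpaired camera test gave adjusted p = 0.0136 and 0.0133, and 0.623 without C. Of 4 genes of the hypoxia response, 3 rose and 1 fell, and of 4 genes of metal and iron handling, Mt2A rose and 2 fell, with the same counts when adjusted over each list alone. The hypoxia gene that fell did not pass without any 1 of the preparations, and the 2 genes of metal and iron handling did not pass without B or C. Nor did these genes fall relative to the preparation medians, where 3 hypoxia genes and Mt2A rose, or over the 11859 genes, where 2 hypoxia genes and Mt2A rose. Of 22 genes of receptor tyrosine kinase signaling, 2 rose and 17 fell (2 and 18 when adjusted over the list alone), but 1 rose and 5 fell when preparation A, B or C was left out. Fgf18, a growth factor, had -0.83 ± 0.45, and Erbb2, a receptor of the EGF receptor family, had -0.47 ± 0.27. Relative to the preparation medians, 2 of the 22 rose and 1 fell, and over the 11859 genes 1 rose and none fell. No gene of these lists passed the unpaired fit over the whole table. Adjusted over each list alone, that fit called 3 hypoxia genes, 1 insulin response gene, 1 NRF2 gene and 1 receptor tyrosine kinase gene higher, and 1 gene higher and 1 lower for both metal handling and xenobiotic oxidation.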

ECM organization, including collagen formation, angiogenesis, and focal adhesion, were substantially upregulated pathways. 

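Collagen formation genes moved in both directions with DCM serum. Lox, which crosslinks collagen, rose from 17.8 ± 3.09 to 32.8 ± 5.65 FPKM (SD, n = 3 each), a log2 ratio of 0.88 ± 0.12 (limma paired adjusted p = 0.0167). Col4a1, a chain of the basement membrane collagen IV, rose from 162 ± 23.0 to 233 ± 16.9 FPKM, a log2 ratio of 0.53 ± 0.11. Col6a2, a chain of collagen VI, rose from 77.7 ± 25.3 to 145 ± 43.8 FPKM. Col7a1, a chain of anchoring fibrils, had a log2 ratio of 1.81 ± 0.06 from a low level, and P4ha1, a collagen prolyl hydroxylase, had 0.57 ± 0.12. Col14a1, a collagen associated with fibrils, fell from 14.5 ± 3.62 to 8.44 ± 4.92 FPKM, a log2 ratio of -0.91 ± 0.46.
Of the 15 collagen formation genes in the table, 7 rose, 5 fell and 3 did not pass the paired fit. There were 7 that rose and 7 that fell when adjusted over the list alone, and 6 that rose and none that fell over the 11859 genes. Relative to the preparation medians, 7 rose and 1 fell. With preparation A, B or C left out, 6 rose each time and 3, 1 and 2 fell. The median log2 ratio of the list was -0.18, and camera ranked it higher than the rest of the table (adjusted p = 3.99e-08, and adjusted p = 0.415 with an estimated correlation). None of these genes passed the unpaired limma fit over the whole table, where 6 had an unadjusted p under 0.05, all of them higher, and the same fit called 6 higher and none lower when adjusted over the list alone.
Other extracellular matrix genes of the table were mostly lower (21 of 22), as was the table as a whole (2969 of 3221). Of 22 in the table, 1 rose and 19 fell, with the same counts when adjusted over the list alone, and 1 rose and 8 fell relative to the preparation medians. Without preparation A, B or C none rose, and 15, 9 and 9 fell. Fbn2, a fibrillin of microfibrils, had a log2 ratio of 0.29 ± 0.06. Matn2, a matrix adaptor protein, had -0.75 ± 0.10 and was the 1 gene of the list that passed over the 11859 genes. Adamts7, a secreted metalloproteinase, had -0.72 ± 0.46 and Adamtsl2 had -0.95 ± 0.66. The unpaired fit called none, also adjusted over the list alone, with 5 lower at an unadjusted p under 0.05. Camera did not separate the list from the rest of the table (adjusted p = 0.836, and adjusted p = 0.968 with an estimated correlation). At the preset correlation it placed the list lower without preparation C (adjusted p = 0.0828).
Of 22 angiogenesis genes, 4 rose and 16 fell (4 and 17 when adjusted over the list alone), and 4 rose and 5 fell relative to the preparation medians. Leaving out preparation A, B or C gave 4 that rose each time and 12, 7 and 8 that fell. Over the 11859 genes 2 rose and none fell, and the unpaired fit called 1 higher gene over the whole table, and 2 higher and 1 lower adjusted over the list alone. Besides Pgf and Notch4, those that rose were Pecam1, an adhesion molecule of endothelial cells, with a log2 ratio of 0.57 ± 0.05, and Apln, a vasoactive peptide given after its values were seen, with 1.34 ± 0.17. Nrp1, a coreceptor of VEGF, had a log2 ratio of -0.68 ± 0.46. Camera gave an adjusted p of 0.269 for this list. Markers of other cell types in the cultures moved as well. Of 9 fibroblast markers, 3 rose (Lox, Medag and Col5a1) and 5 fell, and of 3 endothelial markers 2 rose and none fell. Relative to the preparation medians, 3 fibroblast markers rose and 1 fell, and all 3 endothelial markers rose. With preparation A, B or C left out, 2 fibroblast markers rose each time and 3, 2 and 1 fell, and 1 endothelial marker rose. From the predicted changes in matrix remodeling and focal adhesion pathways, in these cells and in the circulating proteins, the paper goes on to measure the stiffness of the treated myocytes.

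**Figure D2:**
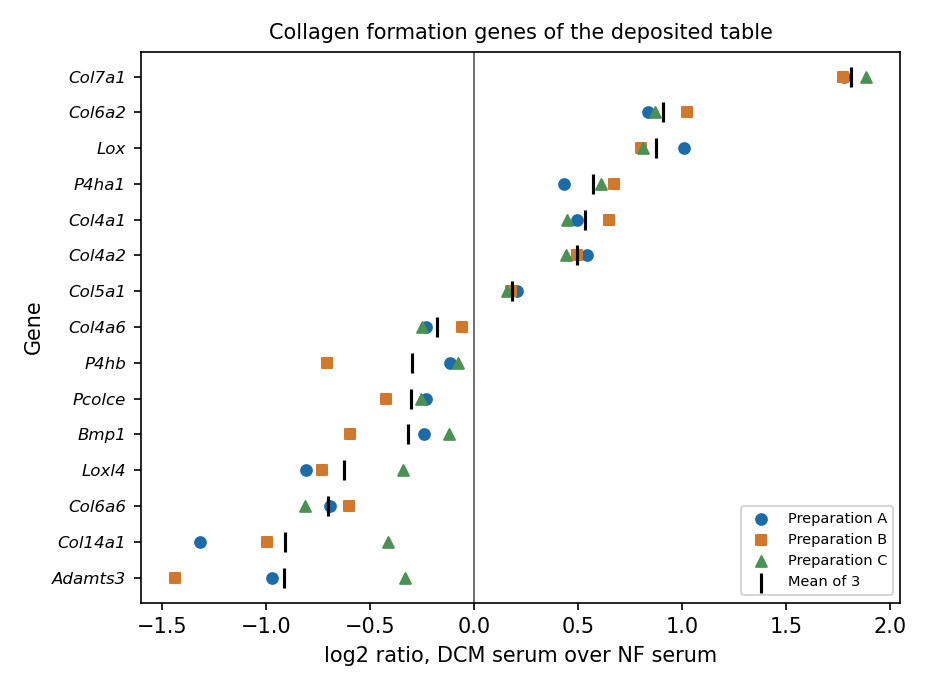
Log2 ratio of DCM over NF serum (x axis) of each of the 15 collagen formation genes in the table (y axis), with 1 point for each of 3 NRVM preparations and a black bar at their mean. Of the 15 genes, 7 have a mean above 0 and 8 below, and selection of the table gives each gene 1 direction in all preparations.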

Canonical pathways related to downregulated genes included metabolism of carbohydrates, NOD-like receptor signaling pathway, positive regulation of cardiac muscle hypertrophy, and protein destabilization. 

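Genes of carbohydrate metabolism moved in both directions with DCM serum, with more of them lower. Eno3, the muscle enolase of glycolysis, fell from 25.9 ± 8.63 to 14.5 ± 4.65 FPKM (SD, n = 3 each), and Pygb, a glycogen phosphorylase, had a log2 ratio of -0.73 ± 0.36. Tkt, the transketolase of the pentose phosphate pathway, rose from 45.9 ± 3.08 to 61.8 ± 3.97 FPKM, and Pgam1, a phosphoglycerate mutase of glycolysis, had a log2 ratio of 0.47 ± 0.09. Of 18 genes in the table, 3 rose, 8 fell and 7 did not pass the paired limma fit, and the counts of those that rose and fell were the same when adjusted over the list alone. Those that fell numbered 5, 3 and 5 without preparation A, B or C, while 3 rose each time, and over the 11859 genes none rose and 1 fell. Of the 18, 4 rose and 4 fell relative to the preparation medians, and 9 had a positive and 9 a negative ratio. Camera did not separate the list from the rest of the table (adjusted p = 0.140).
Inflammatory genes of NOD-like receptor signaling in the table were mostly lower, as was the table as a whole. Ccl2, a monocyte chemokine, had a log2 ratio of -0.88 ± 0.38, Cxcl1, a neutrophil chemokine, -0.77 ± 0.47 and Vcam1, an adhesion molecule for leukocytes, -0.97 ± 0.43. Pycard, the adaptor of the inflammasome, had -0.92 ± 0.70, and C3, a complement component, rose with a log2 ratio of 0.75 ± 0.10. Of 12 genes, 1 rose and 8 fell (1 and 8 when adjusted over the list alone), and 1 rose and 4 fell relative to the preparation medians (camera adjusted p = 0.907). With preparation A, B or C left out, 4, 2 and 3 fell, and over the 11859 genes none rose or fell. Of 33 interferon response genes, none rose and 29 fell (32 when adjusted over the list alone), and 10 fell relative to the preparation medians. The 29 became 22, 9 and 11 without preparation A, B or C. Gbp5, an interferon-induced GTPase, fell from 1.09 ± 0.225 to 0.481 ± 0.248 FPKM, a log2 ratio of -1.31 ± 0.53. Usp18, named after its values were seen, had -1.06 ± 0.33 and alone of this list passed over the 11859 genes. Camera gave an adjusted p of 0.429 for the interferon list (0.0295 with median-centred ratios, 0.0193 with preparation as a block, and adjusted p = 0.88 with an estimated correlation). The unpaired camera test without preparation A, B or C gave adjusted p = 0.911, 0.145 and 0.0297. The list median log2 ratio was -0.58, and of 10000 random lists of lower genes of like FPKM 0.04% had as low a median. That comparison was chosen after the results were seen and treats genes as independent.
Of 11 genes of the fetal gene program and cardiac hypertrophy, 1 rose and 7 fell (1 and 9 when adjusted over the list alone), and 1 rose and 1 fell relative to the preparation medians (camera adjusted p = 0.928). Nppa, Nppb, Myh6 and Myh7 are not among the genes of the table, so these 11 are other genes of the list and do not measure the fetal gene program of the paper. Without preparation A, B or C, none rose and 3, 2 and 5 fell. Camk2d, a calcium-dependent kinase active in hypertrophic signaling, fell from 26.0 ± 4.69 to 17.5 ± 2.24 FPKM, and Igf1r, the receptor of insulin-like growth factor, had a log2 ratio of 0.23 ± 0.01. Of 9 genes of glycosaminoglycan degradation, none rose and 6 fell, also when adjusted over the list alone, 1 fell relative to the medians, and 5, 2 and 3 fell without preparation A, B or C. Arsb, a lysosomal sulfatase of this pathway, had a log2 ratio of -0.81 ± 0.35. Over the 11859 genes no gene of the hypertrophy and glycosaminoglycan lists passed. None of the genes of these lists passed the unpaired limma fit over the whole table, and adjusted over each list alone it called 1 lower gene of glycosaminoglycan degradation and none of the others. In that fit 2 higher and 9 lower members of the lists behind the downregulated pathways had an unadjusted p under 0.05.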

Using IPA, top differentially regulated cardiotoxicity functions identified cardiac enlargement, heart failure, and cardiac cell death with cardiac dysfunction (Table 3).

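Of 73 genes listed for contraction and calcium handling, 12 are in the table, and most of these fell with DCM serum. Ckmt2, the mitochondrial creatine kinase of striated muscle, was the exception and rose from 44.7 ± 20.7 to 190 ± 110 FPKM (SD, n = 3 each), a log2 ratio of 2.02 ± 0.23 (limma adjusted p = 0.288 unpaired and 0.0115 paired). Hcn4, a pacemaker channel, fell from 4.90 ± 0.776 to 2.73 ± 0.763 FPKM, a log2 ratio of -0.87 ± 0.20. Mybpc2, a myosin-binding protein, had a log2 ratio of -0.81 ± 0.23, and Trdn, triadin of the calcium release complex, had -0.58 ± 0.32. Of 12 genes, 1 rose and 9 fell, also when adjusted over the list alone, and 1 rose and 3 fell over the 11859 genes. Measured from the preparation medians, 1 rose and 4 fell (camera adjusted p = 0.727), and 4, 3 and 6 fell without preparation A, B or C. The unpaired fit called none over the whole table, and 1 higher and 1 lower adjusted over the list alone.
Cell death genes of the table were lower as well, as were most genes of the table. Of 11 genes, none rose and 8 fell, also when adjusted over the list alone, and 1 fell relative to the preparation medians (camera adjusted p = 0.836). The 8 became 7, 3 and 0 without preparation A, B or C, and none passed over the 11859 genes. Bik, a promoter of apoptosis, fell from 2.35 ± 0.801 to 1.38 ± 0.374 FPKM, a log2 ratio of -0.74 ± 0.26. In the unpaired limma fit none of the 11 passed, also adjusted over the list alone, and none had an unadjusted p under 0.05.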

### DNase and RNase affected fetal gene program response.

To determine if circulating DNA or RNA present in serum could elicit pathological changes in gene expression, NF and DCM sera were subjected to heat/freeze to expose EVs or protein-bound nucleic acid contents (16), and treated with vehicle, DNase (NF *n* = 4; DCM *n* = 8) from 7 independent experiments, or RNase (NF *n* = 5; DCM *n* = 9) from 9 independent experiments. To ensure these nucleic acids were taken up by cells in the absence of EVs, the resulting serum products were transfected into NRVMs.

Changes in cardiac gene expression, commonly known as the fetal gene program (FGP), are a hallmark of pathologic remodeling and characterized by the reexpression of embryonically expressed genes and repression of adult genes (17). NRVMs treated with DCM patient sera display recapitulation of the FGP, including the upregulation of BNP, ANF, and a significantly decreased ratio of α-myosin heavy chain (α-MyHC) to β-myosin heavy chain (β-MyHC; Figure 2). NF DNase–treated NRVMs showed no significant changes in the FGP compared with untreated controls (Figure 2A). When DCM serum was treated with DNase, there were no significant changes in the expression of BNP or α-MyHC/β-MyHC ratio; however, there was a significant decrease in the expression of ANF (*P* = 0.038). In contrast, RNase treatment of DCM serum did not affect changes in gene expression in response to serum treatment. However, RNase-treated NF serum showed an increase in BNP (*P* = 0.023) and ANF (*P* = 0.011), with no significant changes in α-MyHC/β-MyHC ratios (Figure 2B).

### Circulating miRNAs from DCM serum were primarily downregulated and were related to canonical pathways involved in remodeling and upregulated cardiotoxic pathways.

miRNA array analysis of serum from NF (*n* = 12) and DCM (*n* = 32) patients identified 123 total miRNAs; 7 miRNAs were upregulated and 116 miRNAs were downregulated. All 84 significantly differentially regulated miRNAs were downregulated in DCM serum (Figure 3A and Supplemental Table 3). Unsupervised hierarchical clustering showed most samples clustered according to phenotype (NF or DCM), as represented by the heatmap (Figure 3B).

Because IPA and Metascape do not predict pathways based solely on miRNA expression, to investigate pathways that may be affected by alterations in circulating miRNAs, pathway analysis was conducted using miRPathDB (18). To minimize false-positive pathways, we restricted the analysis to a minimum of 30 miRNAs (or one-third of the significantly dysregulated miRNAs) required to target any 1 pathway (Supplemental Table 5). We observed predicted dysregulation of pathways related to cancer and viral infection, suggesting alterations in cell cycle and inflammatory pathways. Interestingly, focal adhesion signaling and PI3k/AKT signaling pathway were enriched in the pathway analysis. IPA analysis of the 84 significantly dysregulated miRNAs indicated multiple cardiotoxicity pathways, including cardiac enlargement, cardiac dilation, and cardiac fibrosis (Table 4).

### Proteinase K treatment of DCM serum prevented activation of the FGP.

To determine if proteins present in patient sera could induce pathological gene expression changes, NF (*n* = 4) and DCM (*n* = 4) sera were treated with or without proteinase K (PTNK) in 4 independent NRVM experiments (Figure 4). NF sera treated with PTNK showed significant upregulation of ANF (*P* < 0.0001) and α-MyHC/β-MyHC expression (*P* = 0.013). Importantly, PTNK treatment of DCM sera prevented serum-induced pathological gene expression changes with a decrease in BNP (*P* < 0.0001) and ANF (*P* = 0.046) and an increase in the α-MyHC/β-MyHC ratio (*P* < 0.0001).

### Circulating proteins in DCM plasma were involved in activation of remodeling pathways and upregulation of cardiotoxic pathways.

Because our results suggested circulating proteins contributed to pathological remodeling, we conducted SOMAscan-based proteomic analysis of NF (*n* = 4) and DCM (*n* = 8) plasma samples to determine the protein secretome from pediatric patients with DCM. Our analysis detected 1141 proteins, and 102 significantly dysregulated proteins in pediatric DCM plasma were identified (Figure 5, A and B). Of the 102 differentially expressed proteins, 66 proteins were upregulated and 43 were downregulated (Figure 5A). Unsupervised hierarchical clustering using the 102 significantly differentially expressed proteins separated NF and DCM patients (Figure 5B). A list of all 102 significantly differentially expressed proteins is provided in Supplemental Table 4.

Pathway analysis performed using IPA software and Metascape revealed multiple dysregulated canonical pathways associated with DCM patient plasma (Table 5). The top 15 predicted canonical upregulated pathways showed pathways associated with remodeling such as the PI3k/AKT pathway, focal adhesion, and ECM remodeling, along with protein kinase A signaling and positive regulation of cardiac hypertrophy signaling. Pathways associated with decreased protein expression in DCM plasma compared with NF controls included cytokine–cytokine receptor interaction, regulation of leukocyte activation, and apoptosis. A more detailed IPA analysis of cardiac pathways revealed multiple dysregulated cardiotoxicity functions, including heart failure, cardiac enlargement, cardiac necrosis/cell death, and cardiac dysfunction (Table 6).

### Circulating MDK was significantly upregulated in patients with DCM and increased the expression of ANF and BNP.

SOMAscan data indicated the protein MDK was the most upregulated protein in the plasma of pediatric patients with DCM compared with NF controls (Figure 6A). MDK was also increased in the cardiac tissue of pediatric patients with DCM when compared with NF control hearts (based on RNA-Seq data; ref. 4; Figure 6B). To determine if circulating MDK had an effect on pathologic remodeling, NRVMs were treated with human recombinant MDK. As shown in Figure 6C, MDK treatment increased the expression of ANF and BNP, but did not affect the α-MyHC/β-MyHC ratio. Importantly, treatment of serum with the MDK antibody prevented the upregulation of ANF or BNP (Figure 6D).

### Overlapping pathways from the protein secretome and transcriptome from serum-treated NRVMs.

To determine if there was an overlap in enriched pathways from the transcriptome of DCM serum–treated NRVMs and differential circulating proteins in DCM plasma, dysregulated pathways generated from Metascape and IPA were compared. Our analysis predicted 369 unique pathways upregulated in NRVMs treated with DCM serum and 660 unique pathways upregulated in the plasma of patients with DCM, of which 243 (23.5%) overlapping pathways are predicted to be commonly upregulated in the NRVM transcriptome and plasma proteome (Figure 7A). Downregulated pathways, however, had fewer overlapping pathways (11, or 1.37%; Figure 7B). The top significant overlapping pathways are shown in Table 7. 

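Focal adhesions link the cytoskeleton to the matrix through integrins. Their genes moved in both directions in NRVMs treated with DCM serum. Tns1, a tensin that binds actin at focal adhesions, rose from 103 ± 17.7 to 163 ± 37.1 FPKM (SD, n = 3 each), a log2 ratio of 0.65 ± 0.09 (limma paired adjusted p = 0.0187). Col4a2, a basement membrane collagen that binds integrins, rose from 221 ± 33.5 to 311 ± 35.8 FPKM. Src, a tyrosine kinase of focal adhesions, fell from 8.13 ± 0.442 to 5.24 ± 0.951 FPKM, a log2 ratio of -0.65 ± 0.27, and Itga3, an integrin chain, had -0.55 ± 0.28. Ptk2, the focal adhesion kinase, had a log2 ratio of -0.21 ± 0.11 (limma paired adjusted p = 0.0878), which became 0.06 relative to the preparation medians.
Of 41 focal adhesion genes in the table, 8 rose, 18 fell and 15 did not pass the paired fit, and the counts that rose and fell were the same when adjusted over the list alone. Over the 11859 genes, 4 rose (Tns1, Col4a1, Col4a2 and Col6a2) and none fell. The collagen chains among them are also members of the collagen formation list. With preparation A, B or C left out, 6 rose each time and 6, 3 and 7 fell. Relative to the preparation medians, 9 rose and 4 fell, and 24 ratios were positive and 17 negative. The list median was -0.25, while camera placed the list higher than the rest of the table (adjusted p = 0.00177, and adjusted p = 0.415 with an estimated correlation). In the unpaired limma fit none passed, also adjusted over the list alone, and 6 higher and 4 lower genes had an unadjusted p under 0.05.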

Focal adhesion is upregulated in both the transcriptome and proteome, further accentuating the importance on this pathway in the DCM patient population.

### Overlapping pathways from DCM serum–treated NRVM and DCM tissue transcriptome suggest alterations in ECM remodeling.

We next evaluated if there was an overlap in the pathways predicted to be altered in NRVMs treated with DCM serum and in pediatric DCM hearts. As shown in Figure 8, using pathway prediction from IPA and Metascape, we identified 283 pathways commonly dysregulated (26.0%) in DCM serum–treated NRVMs and in DCM left ventricle (LV). There were 511 unique dysregulated pathways in DCM serum–treated NRVMs and 576 unique dysregulated pathways in DCM LV tissue (Figure 8). 

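Of 8 collagen chains in the selected table of NRVM genes, 5 rose with DCM serum, 1 fell and 2 did not pass the paired limma fit. Col5a1, a chain of the fibrillar collagen V, had a log2 ratio of 0.18 ± 0.03, the smallest change among those that rose.
Cell cycle and mitosis genes of the table were lower with DCM serum in NRVMs. Kif11, a spindle motor, went from 1.82 ± 0.444 to 0.883 ± 0.269 FPKM (SD, n = 3 each), a log2 ratio of -1.07 ± 0.35, and Birc5, survivin of the dividing cell, from 5.00 ± 0.684 to 2.70 ± 1.12 FPKM. Of 63 cell cycle genes, none rose and 62 fell (63 when adjusted over the list alone), and 35 fell relative to the preparation medians. The 62 became 59, 15 and 11 when preparation A, B or C was left out. Over the 11859 genes 3 fell, Cdca3, Cenph and Ttk, with log2 ratios of -1.02 ± 0.28, -1.07 ± 0.29 and -1.01 ± 0.17, named after their values were seen. The unpaired limma fit called none of the 63 over the whole table (33 lower at an unadjusted p under 0.05) and 43 lower when adjusted over the list alone. Camera placed the list lower than the rest of the table (adjusted p = 9.82e-07, and adjusted p = 0.968 with an estimated correlation).

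**Figure D3:**
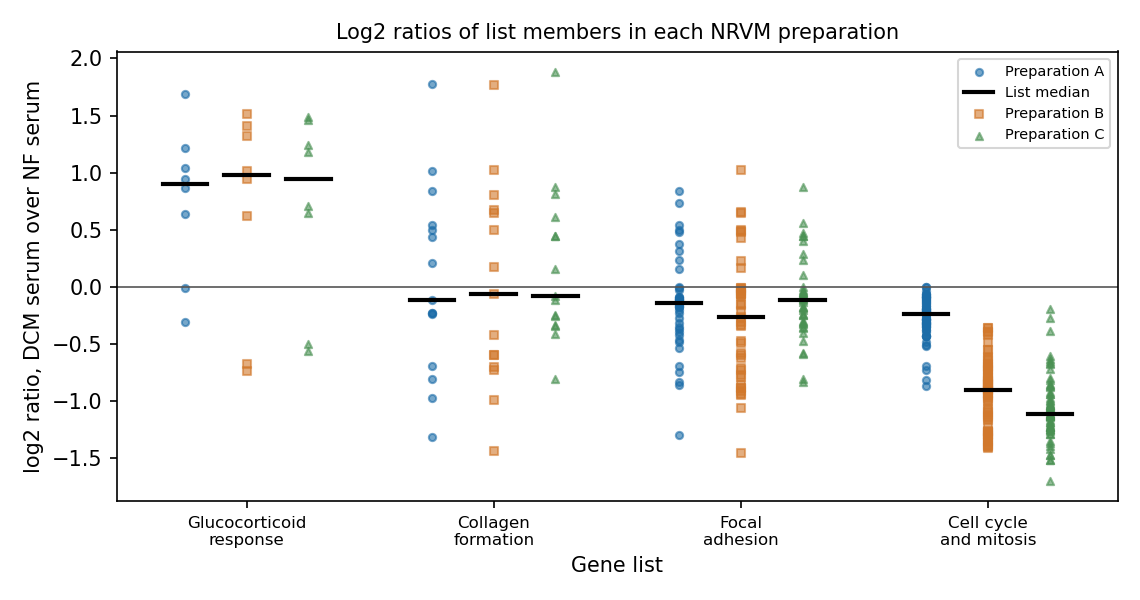
Log2 ratio of DCM over NF serum (y axis) of the members of 4 gene lists (x axis) in NRVM preparations A, B and C; each point is 1 gene and each black bar the median of the list in that preparation. The cell cycle list had medians of -0.24, -0.90 and -1.11 in preparations A, B and C.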

The top overlapping pathways include pathways related to ECM remodeling, signaling by RHO GTPases and collagen formation, biosynthesis, or chain trimerization (Table 8).

### DCM serum treatment promoted stiffness in NRVMs mediated by sFRP1.

Due to the predicted alterations in ECM remodeling and focal adhesion pathways in response to DCM serum treatment and in the circulating proteomics analysis, we next evaluated cardiomyocyte stiffness by AFM. AFM was performed on NF (*n* = 1) and DCM (*n* = 1) serum–treated NRVMs from 3 individual NRVM preps. DCM-treated NRVMs resulted in a significantly increased Young’s modulus (kPa), a readout of cellular stiffness (Figure 9A), suggesting circulating proteins can affect myocyte stiffness. Of the proteins increased in the DCM secretome, circulating sFRP1 has been shown to affect cellular stiffness (19, 20) and is a likely candidate for promoting cardiomyocyte stiffness. SOMAscan-based proteomics analysis identified a significant 4-fold increase in circulating sFRP1 (Figure 9B). Interestingly, sFRP1 transcripts are also increased in the pediatric DCM heart (based on RNA-Seq data; ref. 4); Figure 9C). To test if circulating sFRP1 promoted stiffness in NRVMs, AFM was performed on NRVMs treated with or without human sFRP1 (hsFRP1). As shown in Figure 9E, hsFRP1, but not MDK (Figure 9D), treatment of NRVMs resulted in a significant increase in stiffness when compared with untreated controls. hsFRP1 did not affect changes in the FGP (data not shown).

## Discussion

Focused studies and the development of animal models that recapitulate characteristics of adult DCM have resulted in a better understanding of the disease process and development of therapies specific for this population. In children, however, the assumption that the causes of DCM are similar to adults has contributed to limited improvement in outcomes in the pediatric population (6, 21). We and others have shown age-specific differences in the cardiac gene expression profile, presence of fibrosis and hypertrophy, and miRNA expression (4–6, 11, 12, 22). These differences highlight the importance of age-focused studies. However, a limitation to further advance our understanding of the myocellular mechanisms altered in pediatric DCM is the lack of in vivo or in vitro models of the disease. To circumvent this problem, our group developed an in vitro–based system where NRVMs are treated with DCM patient sera, which reproduces molecular characteristics of the pediatric failing DCM heart (11, 23). In this study, we further characterized global changes in gene expression in response to serum treatment and the circulating factors that contribute to pathological cardiomyocyte remodeling. Our multiomics analysis suggests ECM remodeling, specifically focal adhesion, is an important pathway affected by factors present in the pediatric DCM serum. In addition, we investigate specific factors present in the serum and show that circulating miRNAs were protective and did not promote pathologic remodeling, but that the circulating proteins had a substantial role in promoting detrimental effects of serum-circulating factors. Specifically, we show that MDK contributed to DCM serum–mediated activation of the FGP, and that serum depletion of MDK blunted serum-mediated upregulation of ANF and BNP. Furthermore, we show that DCM serum treatment of NRVMs induced cellular stiffness, and that sFRP1 protein levels were increased in serum and promotes stiffness in NRVMs.

### Protective RNAs were present in NF sera, whereas pathological proteins were present in DCM sera.

We have previously shown that EVs/exosomes or the resulting serum suspension can promote activation of the FGP in patients with DCM, and that sera from patients with DCM has fewer EVs/exosomes than sera from NF patients (11). Exosomes are naturally engineered for the selective loading of miRNAs and can act as paracrine carriers of circulating miRNAs (24). Interestingly, sera from our DCM population demonstrate an overwhelming downregulation of miRNAs when compared with age-matched NF controls (Figure 3A). Importantly, DNase treatment of NF serum did not show an appreciable change in FGP induction (Figure 2A). However, RNase treatment of NF serum resulted in a significant increase in the expression of BNP and ANF and a trend to downregulation of the αMyHC/βMyHC ratio (Figure 2B). The downregulation of DCM serum miRNAs suggest that circulating miRNAs were protective and that their downregulation contributed to pathologic remodeling. These results are in alignment with prior studies that showed that miRNAs derived from cardiac progenitor cells are cardioprotective (reviewed in ref. 25).

These results suggest that secretome factors, other than miRNAs, may be responsible for pathological remodeling, and that lower levels of miRNAs may contribute to these detrimental effects. Correspondingly, no additional changes in FGP were observed in response to RNase treatment of DCM serum. Although increased levels of circulating miRNAs have been associated with DCM in adults (26), the observed downregulation of circulating miRNAs suggest a unique age-dependent characteristic of the pediatric DCM population. To determine if proteins present in sera from patients with DCM could contribute to pathological remodeling, we treated NRVMs with patient sera with or without PTNK. Shown in Figure 4, PTNK treatment of DCM serum resulted in a reversal of the FGP. These results indicate that circulating proteins were important modulators of pathological gene expression and may have had a role in disease progression. In support of this, several proteins were upregulated in the serum of pediatric patients with DCM, and the role of these proteins in pathological remodeling needs to be further explored.

### Circulating MDK contributed to an increased expression of ANF and BNP.

Our results showed a dramatic increase in the levels of circulating MDK in the secretome of pediatric patients with DCM (Figure 6A). MDK is a heparin binding growth factor involved in development and disease. MDK activates several pathways, with STAT activation perhaps being the most recognized target of MDK (reviewed in ref. 27). In adults with HF, higher levels of circulating MDK are associated with worse cardiac function (28, 29); however, the role of MDK in cardiac pathology is not clear. As extensively discussed in a review we published recently, the effect of MDK in the heart is variable (27). Our results suggest that circulating MDK contributes to pathological changes in gene expression through increased expression of ANF and BNP. However, MDK did not affect expression of α-MyHC or β-MyHC, suggesting other circulating proteins are involved in regulating expression of these genes.

### ECM remodeling/focal adhesion pathways were upregulated in DCM serum–treated NRVMs, and in the human pediatric DCM circulating proteome and miRnome.

ECM remodeling has been shown to be altered in the pediatric failing heart (8). Transcriptome analysis of DCM serum–treated NRVMs showed an enrichment of genes involved in ECM remodeling and focal adhesion. Our analysis of circulating proteins also indicates an upregulation of pathways involved in ECM remodeling. Alterations in ECM remodeling affect cellular responses that are often mediated by integrin focal adhesion signaling, resulting in reorganization of actin filaments and cytoskeleton remodeling, which can result in cellular stiffness. Importantly, focal adhesion pathway is predicted to be dysregulated in serum-treated NRVMs, in the circulating proteome and in dysregulated circulating miRNAs. Others have shown that focal adhesion kinase phosphorylation can lead to increased ECM deposits and myocardial remodeling (30, 31). In Table 5, ECM remodeling, focal adhesion, and PI3k/AKT pathway are significantly upregulated in the circulating proteome of patients with DCM. Although PI3k/AKT signaling plays a large role in cardiomyocyte survival, proliferation, metabolism, and growth, it has also been shown to mediate ECM remodeling and cardiomyocyte stiffness via titin isoform switching (32, 33).

Importantly, we found an upregulation of focal adhesion and PI3k/AKT signaling pathways in the NRVM transcriptome, circulating miRNAs, and the circulating proteome. It is possible that the downregulation of circulating miRNAs contributes to an increase in the expression of genes associated with cardiomyocyte stiffness. In other words, circulating miRNAs may be protective by targeting expression of genes that contribute to cellular stiffness. In fact, miRNAs have been shown to regulate key components of myocardial remodeling including hypertrophy, fibrosis, and increased myocardial stiffness (34). Inhibition of miRNA-29, for example, increased collagen mRNA levels in vitro, and miRNA-29 negatively regulates mRNAs encoding collagens, fibrillins, elastins, and other ECM proteins (35). miRNA-29 was downregulated in pediatric DCM serum (Supplemental Table 3), similar to what we previously showed in pediatric DCM LV tissue (5). In summary, these results indicate that factors that can cause myocyte cytoskeleton remodeling are dysregulated in serum-treated NRVMs, in the patient proteome, and as a result of decreased miRNA levels, which may contribute to an increase in cellular stiffness. Importantly, predicted pathways altered in pediatric DCM hearts included regulation of actin cytoskeleton (4), supporting our finding that circulating factors affecting cytoskeleton remodeling can play an important role in pediatric DCM. Therefore, ECM remodeling and intracellular cytoskeletal components may be important in understanding pediatric DCM pathology. In support of these findings, an evaluation of pathways commonly altered in the serum-treated NRVM transcriptome and pediatric DCM transcriptome showed that the top overlapping pathways include pathways related to ECM remodeling, signaling by RHO GTPases. and collagen formation (Table 8).

### Exogenously delivered sFRP1 increased cellular stiffness in NRVMs.

Our results suggest that cardiomyocyte stiffness may be a common end result of changes in the pediatric DCM secretome. To test this hypothesis, we investigated if serum treatment of NRVMs could recapitulate cardiomyocyte stiffness by performing AFM measurements. Figure 9A shows increased cellular stiffness in NRVMs treated with DCM patient serum.

We sought to use our proteome data to further evaluate which upregulated proteins could be involved in promoting cellular stiffness. Of the proteins upregulated in the circulation, sFRP1 has been previously shown to promote cellular stiffness in human trabecular meshwork cells (HTMCs) isolated from donor corneoscleral rims (19). Importantly, sFRP1 is involved in promoting stress fiber and focal adhesion formation in trabecular meshwork (36). Additionally, based on our transcriptome data (details published in ref. 4), sFRP1 mRNA levels were significantly increased in DCM LV tissue (Figure 9C; ref. 4). sFRP1 is a part of the sFRP family, which are known Wnt antagonists (37). The Wnt/frizzled pathway is involved in cell-cell adhesion of cardiomyocytes, and endogenous sFRP1 has been shown to be necessary for normal myocardial development as overexpression can increase the development of heart muscle (37). Sklepkiewicz et al. showed that a sFRP1-KO mouse model displays ventricular dilation and hypertrophy along with cardiac fibrosis in aging animals. Notably these mice are normal at birth and develop cardiac abnormalities in older age (38). Additionally, sFRP1 was shown to attenuate cardiac dysfunction in transverse aortic constriction mice, where an AAV9 sFRP1 vector improves function by decreasing myocardial apoptosis (39). sFRPs have been shown to alleviate collagen deposition and fibrosis in cardiac tissue; however, systemic sFRP1 is significantly higher in patients with cardiovascular disease (40), and its increased circulating levels are associated with the development of cardiovascular diseases (41). Furthermore, treatment of cardiac progenitor cells with sFRP1 promote cellular senescence (42), and extracellular sFRP1 is associated with doxorubicin-induced cardiomyopathy (43). These results suggest that extracellular sFRP1 can have detrimental effects on cardiomyocytes. Given that sFRP1 increases stiffness in HTMC, we tested if sFRP1 could elicit the same response in NRVMs. Figure 9E shows that exogenously delivered sFRP1 increased cellular stiffness in NRVMs, consistent with findings in HTMC. These results suggest that extracellular sFRP1 may have had pathologic effects, and further studies are warranted.

### Conclusions.

A multiomic analysis of pediatric DCM secretome identified alterations in focal adhesion/regulation of actin cytoskeleton/ECM remodeling as a unifying theme in the transcriptome from serum-treated NRVMs, in circulating proteins, and in response to decreased levels of circulating miRNAs. We show that miRNAs present in NF serum were protective and prevented the upregulation of pathologic markers, and that differentially regulated circulating proteins had likely contributed to pathological changes in gene expression in pediatric patients with DCM. Lastly, we show that MDK contributed to serum-mediated changes in gene expression and sFRP1 contributed to cardiomyocyte stiffness, which warrants future studies to further explore their potential role in pathological remodeling and HF progression in the pediatric DCM population.

### Limitations.

There are limitations to this study (1). This is an in vitro study, and it is not clear if these factors would have similar effects in vivo. However, a previous study elegantly showed an effect of exosomes in the heart in vivo (15), which supports the role of circulating factors in pathologic remodeling (2). Due to the relative rarity of pediatric DCM, we are unable to determine the influence of age (infants vs. teenagers), the effect of HF duration, or the role of specific medications (3). We recognize that mRNA levels may not be representative of protein content or enzymatic activity (4). Although we evaluated the relative contribution of DNA, RNA, and proteins to pathologic responses and implicated MDK and sFRP1 in changes in gene expression and cardiomyocyte stiffness, several other proteins are upregulated in the secretome and may play a role in pathological changes in cardiomyocytes. Further studies are necessary to investigate the contribution of these proteins to cardiac pathology. Importantly, we did not investigate if these proteins were localized to EVs or are free-circulating factors (5). We did not find an association between MDK or sFRP1 levels and parameters of cardiovascular dysfunction (data not shown), which suggests that these circulating proteins may not be a good biomarker of disease progression/severity in children or that studies with a larger sample size are necessary to investigate their role as potential biomarkers in this population (6). This is a cross-species studies and we cannot discard the possibility that human serum may have effects on rat cells unrelated to the disease process. Serum from NF controls were added to all experiment to mitigate this potential issue. Last, the specific mechanisms involved in the response to circulating proteins have not been evaluated.

## Methods

### Human samples.

NF blood samples were from children (younger than 18 years of age) who had normal cardiac structure and function and/or no history of cardiac disease and were not brain dead. Patient blood samples (younger than 18 years of age) were included based on a clinical diagnosis of DCM as documented in the electronic medical record. The diagnosis of DCM was further supported by included DCM subjects having an ejection fraction less than or equal to 45% and/or left ventricular end diastolic dimension z score greater than or equal to 2. Patients on mechanical circulatory support were included only if support duration was not longer than approximately 1 month, because this duration of support did not affect the response to serum (data not shown). Blood samples were collected, processed, and stored at –80°C until use. Samples were aliquoted to avoid multiple freeze/thaws. Subjects were selected based on meeting inclusion criteria and with an effort to match the NF and DCM groups based on age and sex. Samples were not pooled for any of the experiments, except RNA-Seq, where RNA from 2 different plates were pooled. Blood was drawn prior to bypass to avoid possible heparin interference with the polymerase. Patients treated with heparin were on doses appropriate for thrombus prevention (0.2–0.7 U/mL), which are below the levels shown to inhibit the polymerase (44). Patient demographics are listed in Supplemental Table 1. Clinical characteristics and medications reflect time of sampling. Outcomes for each patient are listed in Supplemental Table 1.

### Cell culture: serum and recombinant MDK and sFRP1 treatment.

NRVMs were isolated from the ventricles of 1- to 2-day-old Sprague-Dawley rats (Charles River) by enzymatic digestions as previously described (45). Cells were plated at 160,000 cells/mL density. NRVMs were treated with 2% NF or DCM human serum for 48–72 hours as previously described (11), 100 ng/mL of human MDK (46, 47), or 1 μg/mL hsFRP1 (48, 49) recombinant protein (R&D Systems) for 72 hours.

### DNase, RNase, and PTNK serum treatment.

Serum sample aliquots (NF and DCM) were thawed on ice. Nuclease-free water (5 μL) was combined with serum (20 μL) to avoid volume loss due to heat/freeze protocol (methodology previously described in detail in ref. 16). We have previously shown (16) that this methodology substantially increases miRNA detection. Briefly, samples were heated at 65°C for 5 minutes and then flash-frozen in an ethanol/dry ice mixture. Heat/freeze cycle was repeated 2 more times. Samples were then treated with RNase or DNase. For DNase, 0.1 volume 10X DNase buffer plus 1.0 μL of DNase Turbo (2 U; Thermo Fisher Scientific) was combined with serum and incubated at 37°C for 1 hour. DNase was inactivated with 0.1 volume of DNase Inactivation Reagent (Thermo Fisher Scientific) and incubated at room temperature for 5 minutes. Samples were centrifuged at room temperature for 1.5 minutes at 10,000*g*. Supernatant was transferred to a new Eppendorf tube. For RNase, 1.5 μL of RNase (10 μg/mL; Thermo Fisher Scientific) was added to serum samples and incubated at 37°C for 30 minutes, followed by RNase inactivation at 65°C for 5 minutes. For PTNK, Proteinase K (Thermo Fisher Scientific) was added to serum to a final concentration of 100 μg/mL and incubated at 50°C for 1 hour. PTNK in the serum was inactivated with 100 μM of PMSF (Thermo Fisher Scientific).

### Transfection.

NRVMs were transfected with DNase- or RNase-treated serum. In a 12-well plate, 3 μL of Lipofectamine RNAiMAX (Thermo Fisher Scientific) was diluted in 50 μL of Opti-MEM (Thermo Fisher Scientific) reduced serum media, mixed, and incubated for 5 minutes. In parallel, 20 μL serum with or without DNase or RNase was added to 33 μL of Opti-MEM, mixed, and incubated for 5 minutes. The serum/Opti-MEM was combined with the Lipofectamine RNAiMAX/Opti-MEM and incubated for 5 minutes at room temperature. The serum–Lipofectamine RNAiMAX complex was then added to each appropriate well. Cells were harvested 72 hours after transfection.

### RNA extraction and real-time quantitative PCR.

NRVMs were homogenized in Qiazol (QIAGEN), and RNA was extracted and precipitated using the chloroform/isopropanol method optimized by our laboratory (50). cDNA was synthesized by using the Applied Biosystems High Capacity cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Gene expression was measured by real-time quantitative PCR (RT-qPCR) as previously described (51), with Power Sybr Green PCR Master Mix (Life Technologies). Expression levels of all transcripts were normalized to 18S rRNA, and no difference in the expression of 18S between groups was appreciated (data not shown). All data were log2 transformed. RT-qPCR primer sequences are listed in Garcia et al. (23).

### RNA-Seq analysis.

RNA was extracted from serum-treated NRVMs as described above, quantified using Qubit (Biotium) fluorometric quantitation, and assessed for quality using the Agilent Bioanalyzer Nano RNA Chip (Agilent). Samples with an RNA integrity number greater than 9 were considered to be high quality and suitable for RNA-Seq. 1X150 directional mRNA sequencing was performed using an Illumina hiSEQ4000 (HT Mode), resulting in an average of 38–44 million mapped reads per sample. The raw data were subjected to QC analyses using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the reference genome *R*. *norvegicus* (Rnor_5.0) using gsnap (52). Fragments per kilobase of exon per million mapped reads values were calculated using Cufflinks (53) for each sample (*n* = 6 NF serum–treated NRVMs and *n* = 6 DCM serum–treated NRVMs, from 3 different NRVM preps; 2 independent RNA preparations from each prep were pooled). The transcripts were normalized to the NF group within each NRVM prep and transcripts with low variance (<0.1) across samples were removed. After removal of low variance genes, 4079 genes remained. Statistically significant changes in gene expression were calculated using log2 transformed data and a 2-tailed Welch’s *t* test assuming equal variance with a *P* value adjusted for false discovery rate, *q* < 0.10. Gene ID, fold change, and *q* value are presented in Supplemental Table 2. RNA-Seq data were downloaded from the GEO database using accession number GSE181051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181051).

### MegaPlex pool and TaqMan low-density miRNA array: miRnome analysis.

Samples (*n* = 12 NF and *n* = 32 DCM) were prepared by taking serum aliquots and performing 3 freeze/thaw cycles as previously described (16). A modified MegaPlex pool and TaqMan low-density arrays were performed on serum samples per the manufacturer’s protocol (Applied Biosystems) as previously described (16). miRNAs with Ct values greater than 35 or Amp score greater than 0.9 were excluded from the analysis. miRNA expression was normalized to miRNA-320, which is the least variable miRNA in over 400 pediatric samples (data not shown). miRNAs expressed in 75% of the samples were included in the analysis. miRNAs with a *q* value less than 0.10 (Wilcoxon’s test) were further evaluated and are shown in Supplemental Table 3. miRNA array data were downloaded from the GEO database using accession number GSE181051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181051).

### SOMAscan: proteome analysis.

Plasma from NF (*n* = 4) and DCM (*n* = 8) patients were prepared by collecting whole blood in vacutainers containing anticoagulant citrate dextrose. Samples were centrifuged at 2200*g* for 15 minutes at room temperature. The plasma layer was then aliquoted and stored at –80°C until use. SOMAscan Platform experiments were performed by the University of Colorado Genomics core as described by Candia et al. (54). Calibration normalizations resulted in 1141 detected proteins. Welch’s 2-tailed *t* test with an adjusted FDR of *q* < 0.10 was used as cutoff for significant dysregulated proteins. Protein ID, fold change, and *q* value are presented in Supplemental Table 4. SOMAscan data were downloaded from the GEO database using accession number GSE181051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181051).

### Differential expression representation of ontology data: transcriptome, proteome, and miRnome.

Volcano plot and hierarchical clustering/heatmap generation was performed using R (The R Foundation; ref. 55). IPA and Metascape platforms were used to investigate molecular pathways and toxicity functions associated with significant dysregulated genes. Predicted pathways affected by circulating miRNAs were investigated using miRPathDB (18).

### AFM assessment of cellular stiffness.

NRVMs were treated with DCM or NF serum, with recombinant hsFRP1, or recombinant human MDK, or water for 72 hours as described above. After 72 hours, cells were treated with 1 mg/mL of 2,3-Butanedione monoxime 1 hour before AFM measurements to stop cardiomyocyte beating. The methodology used for the present work was based on previous publications (48, 52), with some modifications. Cells were analyzed using a JPK NanoWizard 4a BioScience AFM with a PetriDishHeater tool set at 37°C. Force Spectroscopy mode was used to determine the nanomechanical properties of NRVMs. MLCT AFM probes were used, with a pyramidal Si3N4 35° curvature radius tip (Bruker). The cantilever spring constants were systematically measured (0.01–0.02 N/m) using the thermal tune method. The maximal force applied to the cell was limited to 1.5 nN, with 5 μm of Z piezo.

All physical and physiological cues regarding AFM analysis and sample preparation were kept constant across all samples. Cells were monitored and their morphological details observed, and an optical light microscope was used for cell selection. Only well-spread cells were investigated; those with a round shape and a dark edge were not included in the analysis. An average of 20 to 30 cells were analyzed per group from 3 independent serum-treated or hsFRP1-treated NRVM preps. The Hertz-Sneddon model (56–58) was used to obtain the elasticity of cells studied using the JPK data processing software.

### Statistics.

Statistical analyses for all multiomics data are described in each omics section. All other analyses were performed using GraphPad Prism 8 (GraphPad Software), and significance threshold was set a priori at *P* < 0.05. All RT-qPCR, SOMAscan, and tissue transcriptome MDK and sFRP1 data were log2 transformed and analyzed by unpaired 2-tailed *t* test. AFM data were checked for normality using Shapiro-Wilk. If not normally distributed, the Mann-Whitney *U* test was used. Quantitative results are presented as mean ± SEM. One-way ANOVA was used for comparisons of 3 or more normally distributed groups, and Sidak’s multiple comparison tests were performed when analyzing 3 or more interdependent groups. Each appropriate statistical test is reported in the figure legends.

### Study approval.

Blood was collected from subjects who gave informed consent to the IRB-approved Investigations of Pediatric Heart Disease blood bank at the University of Colorado, Denver. Human tissue collection was approved by the University of Colorado Anschutz Medical Campus COMIRB. This study complies with the Declaration of Helsinki. Written informed consent was obtained from each patient or family of the donors. Animal experiments were in compliance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and approved by the IACUC of the University of Colorado Anschutz Medical Campus. All animal protocols are in accordance with PHS Animal Welfare Assurance (A3269-01).

## Author contributions

DAJ performed experiments, data analysis, data interpretation, and manuscript writing. JPDS performed experiments, data analysis, data interpretation, and manuscript writing. AMG performed experiments, data analysis, data interpretation, and manuscript editing. XJ performed experiments, data analysis, and data interpretation. AKF performed multiomic analysis and manuscript editing. LST performed data analysis. TL performed experiments and data analysis. BP performed experiments, manuscript editing, and data analysis. CAM compiled the patient demographics/clinical characteristic table. KN performed sample preparation and data analysis. AK performed sample preparation and data analysis. OS supervised AFM experiments and data interpretation. MRGT supervised AFM experiments. SDM performed experimental planning, patient selection, and manuscript writing. BLS performed experimental planning and manuscript editing. CCS performed study conception, experimental planning, data analysis, and manuscript writing. All authors reviewed and approved the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
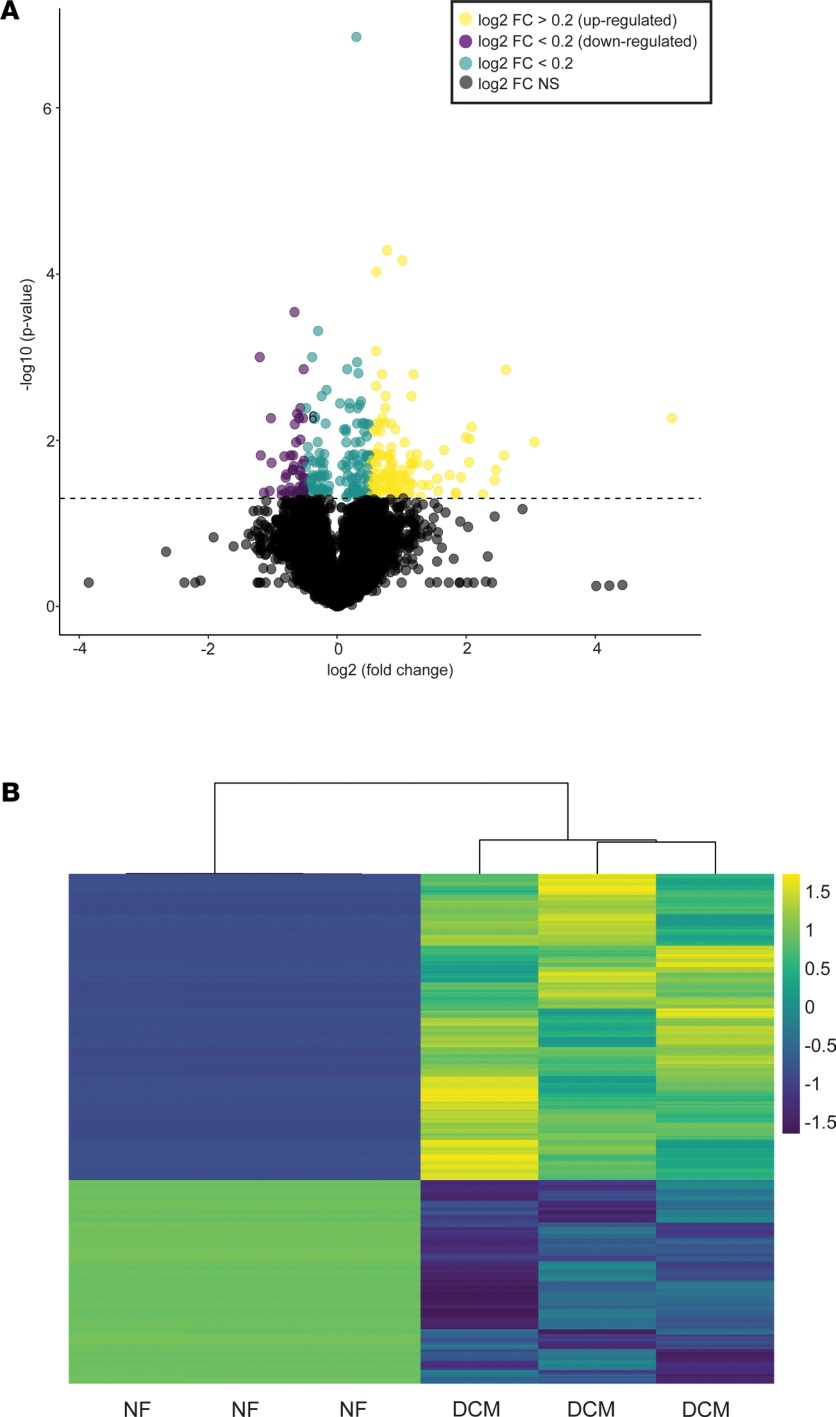
DCM serum elicits significant transcriptional changes in NRVMs. (**A**) Volcano plot representation of RNA-Seq transcripts significantly differentially expressed (4079 genes total) in NRVMs treated with NF (*n* = 6) and DCM (*n* = 6) serum from 3 independent NRVM preps. Log2 fold change is represented on the *x* axis and –log10 *q* value is represented on the *y* axis. Horizontal dashed line represents significance cutoff, Welch’s 2-tailed *t* test, assuming equal variance *q* < 0.10. (**B**) Heatmap representing unsupervised clustering of NF serum–treated (*n* = 6) and DCM serum–treated (*n* = 6) NRVMs with 629 significantly expressed transcripts. DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes; NF, nonfailing, FC, fold change.

**Figure 2:**
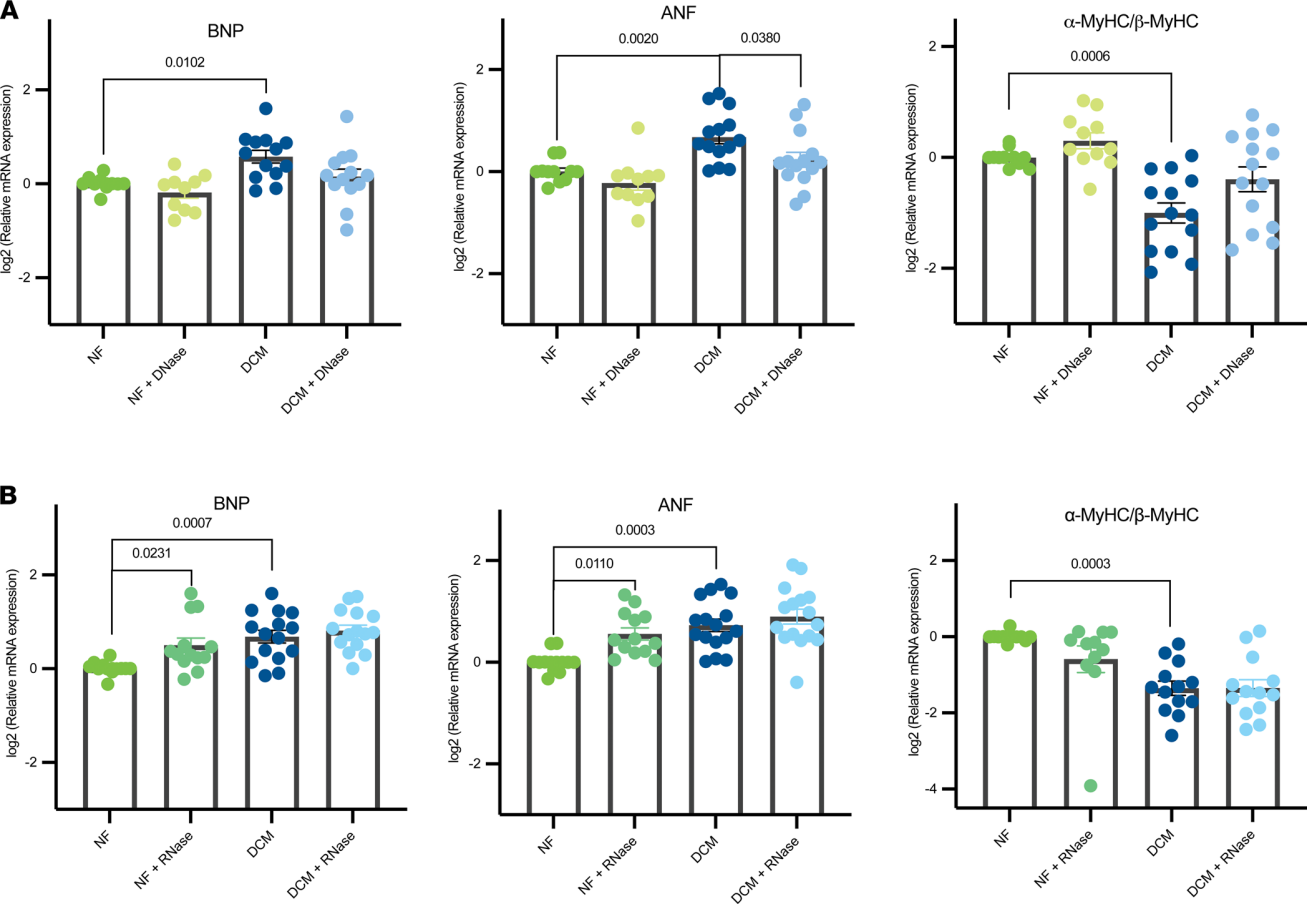
Fetal gene program expression changes in DCM serum– and NF serum–treated NRVMs with or without DNase and RNase. (**A**) RT-qPCR of FGP expression in NRVMs transfected with serum with or without DNase. Expression of BNP, ANF, and α-MyHC to β-MyHC ratios. Gene expression was normalized to 18S, and data are presented as a relative fold change to NF controls. DCM *n* = 8, NF *n* = 4 from 7 independent NRVM preps. (**B**) RT-qPCR of FGP expression analysis of serum-treated NVRMs with or without RNase. Expression of BNP, ANF, and α-MyHC/β-MyHC was evaluated. Gene expression was normalized to 18S, and data are presented as a relative fold change to NF controls. DCM *n* = 9, NF *n* = 5 from 9 independent NRVM preps. All groups are log2 transformed and error bar denotes mean ± SEM. *P* values are notated in the figure. Fitting a mixed model, Sidak’s multiple comparisons test was used for all data sets. DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes; NF, nonfailing; FGP, fetal gene program; BNP, natriuretic peptide B; ANF, atrial natriuretic factor; α-MyHC, α-myosin heavy chain; β-MyHC, β-myosin heavy chain.

**Figure 3:**
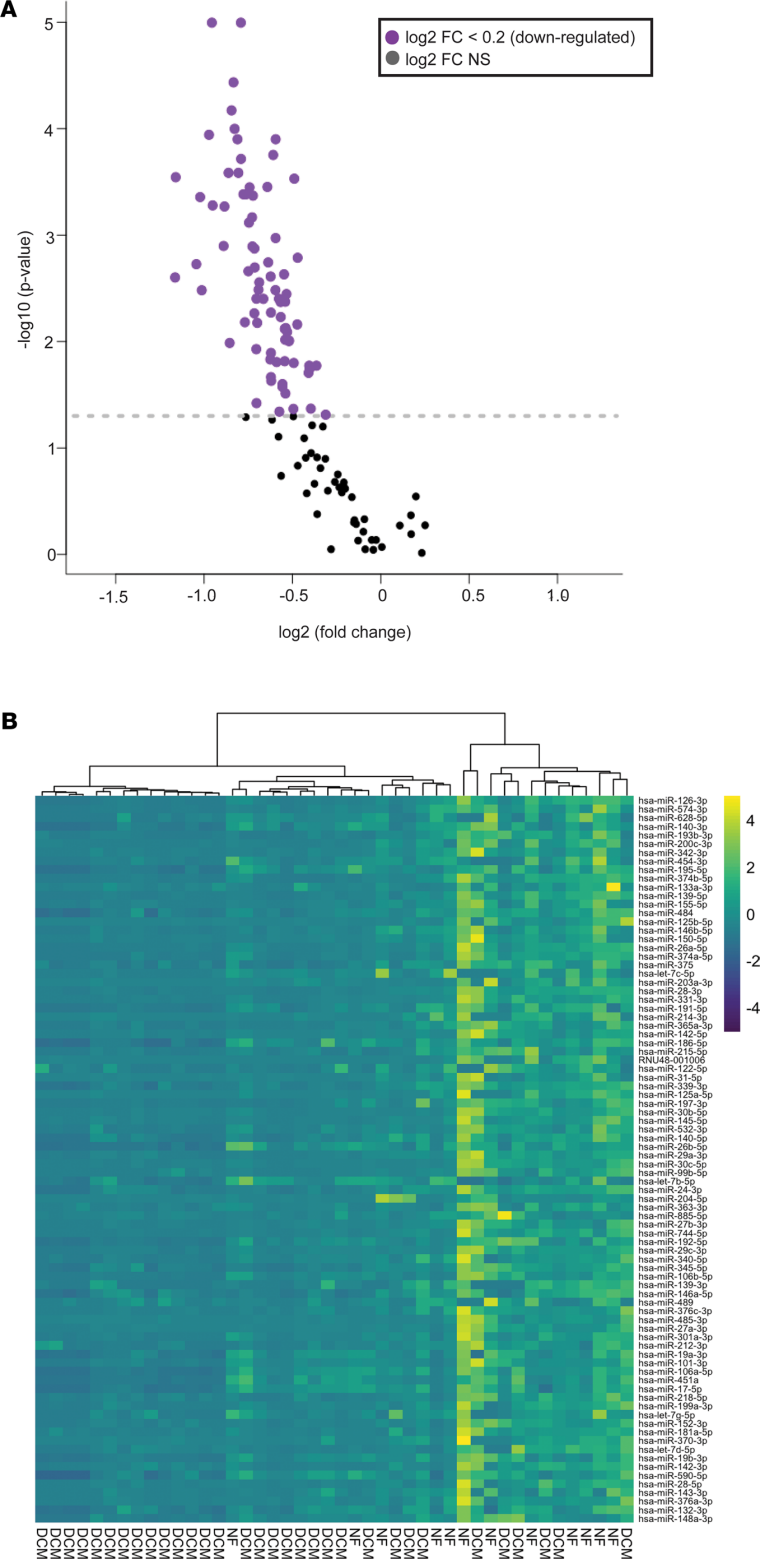
Circulating miRNAs are dysregulated in serum from pediatric patients with DCM. (**A**) Volcano plot representation of the 123 differentially expressed miRNAs between NF (*n* = 12) and DCM (*n* = 32) patients. Log2 fold change is represented on the *x* axis and –log10 *q* value differentially expressed on the *y* axis. Horizontal line indicates significance; Wilcoxon’s test *q* < 0.10. (**B**) Heatmap of the 84 significantly differentially expressed circulating miRNAs. Unsupervised hierarchical clustering separated NF (*n* = 12) and DCM (*n* = 32) patients; Wilcoxon’s test *q* < 0.10. DCM, dilated cardiomyopathy; NF, nonfailing; FC, fold change.

**Figure 4:**
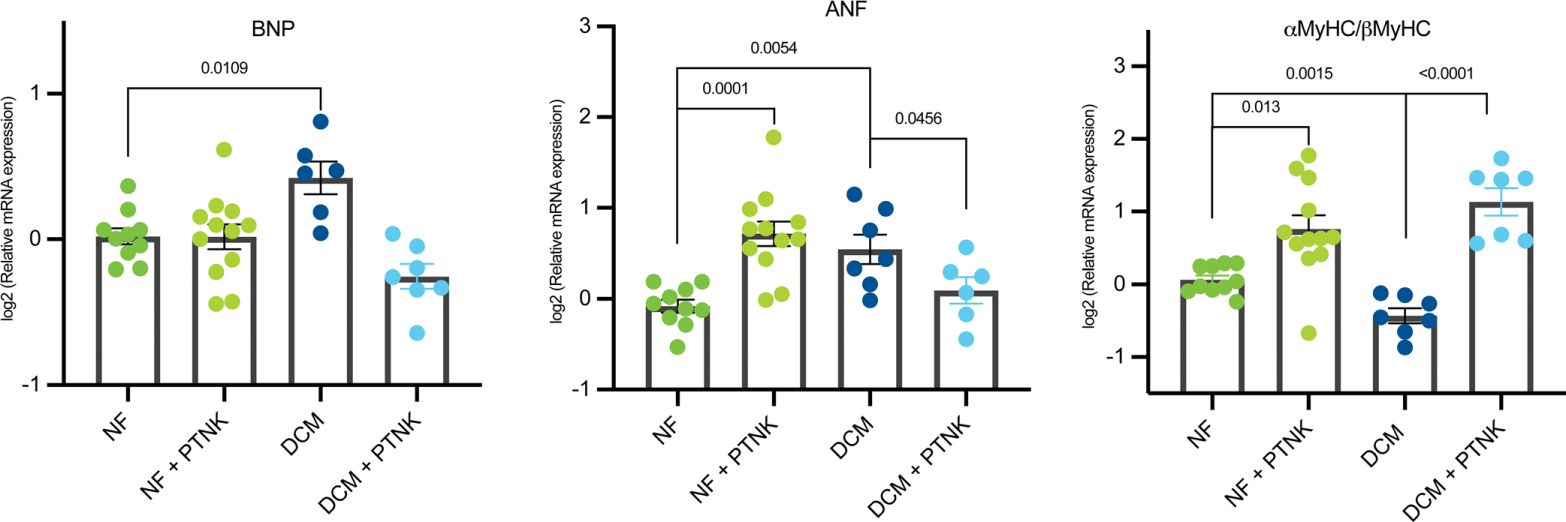
DCM serum activation of the FGP is mediated by circulating proteins. RT-qPCR of FGP expression analysis of serum-treated NVRMs with or without PTNK. Expression of BNP, ANF, and α-MyHC/β-MyHC was evaluated. Gene expression was normalized to 18S. DCM *n* = 4, NF *n* = 4 from 4 different NRVM preps. Data are presented as a relative fold change to NF controls; all groups are log2 transformed and error bar denotes mean ± SEM. *P* values are notated in the figure. Fitting a mixed model, Sidak’s multiple comparisons test was used for all data sets. DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes; NF, nonfailing; FGP, fetal gene program; BNP, natriuretic peptide B; ANF, atrial natriuretic factor; α-MyHC, α-myosin heavy chain; β-MyHC, β-myosin heavy chain; PTNK, proteinase K.

**Figure 5:**
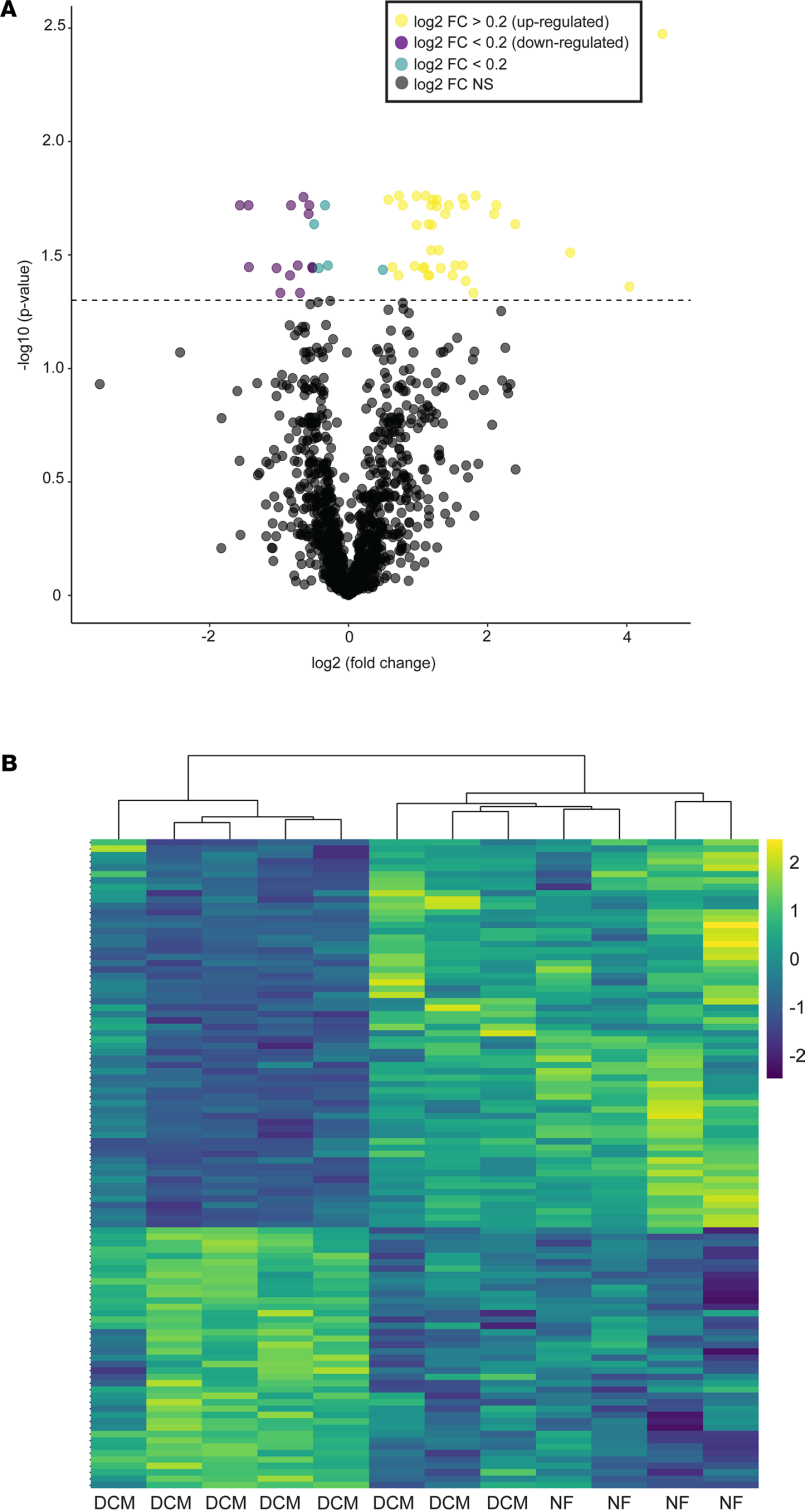
Circulating proteins are dysregulated in plasma of pediatric patients with DCM. (**A**) Volcano plot representation of the 1141 differentially expressed proteins between NF (*n* = 4) and DCM (*n* = 8) patient plasma. Log2 fold change is represented on the *x* axis and –log10 *q* value differentially expressed on the *y* axis. Horizontal dashed line represents significance cutoff; Welch’s *t* test *q* < 0.10. (**B**) Heatmap of the 102 significantly differentially expressed proteins. Unsupervised hierarchical clustering separated NF (*n* = 4) and DCM (*n* = 8) patients; Welch’s *t* test *q* < 0.10. DCM, dilated cardiomyopathy; NF, nonfailing; FC, fold change.

**Figure 6:**
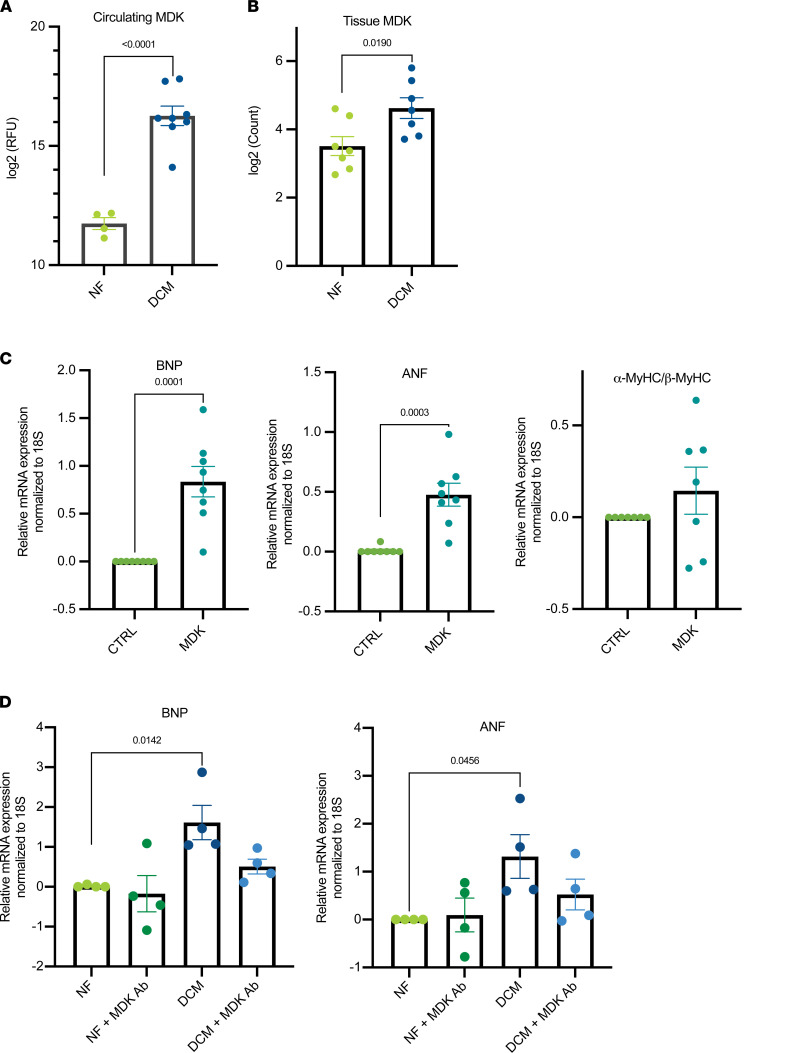
Circulating MDK is upregulated in patients with DCM and increases expression of ANF and BNP. (**A**) Levels of circulating MDK in DCM (*n* = 8) compared with NF plasma (*n* = 4). *P* < 0.0001 by unpaired 2-tailed *t* test. (**B**) Levels of tissue MDK in DCM (*n* = 7) compared with NF (*n* = 7). *P* = 0.019. (**C**) BNP, ANF, and α-MyHC/β-MyHC expression in NRVMs treated with MDK compared with control. *n* = 8 independent experiments. (**D**) DCM serum treatment with MDK antibody blunts the increase in BNP or ANF. *n* = 4 independent experiments. (**C** and **D**) Data are presented as a relative fold change to NF controls; all groups are log2 transformed and error bar denotes mean ± SEM. *P* values are notated in the figure. A comparison between 2 groups was done using unpaired 2-tailed *t* test, whereas a 4-group analysis was done using Sidak’s multiple comparisons test. MDK, midkine; DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes; NF, nonfailing; BNP, natriuretic peptide B; ANF, atrial natriuretic factor; α-MyHC, α-myosin heavy chain; β-MyHC, β-myosin heavy chain.

**Figure 7:**
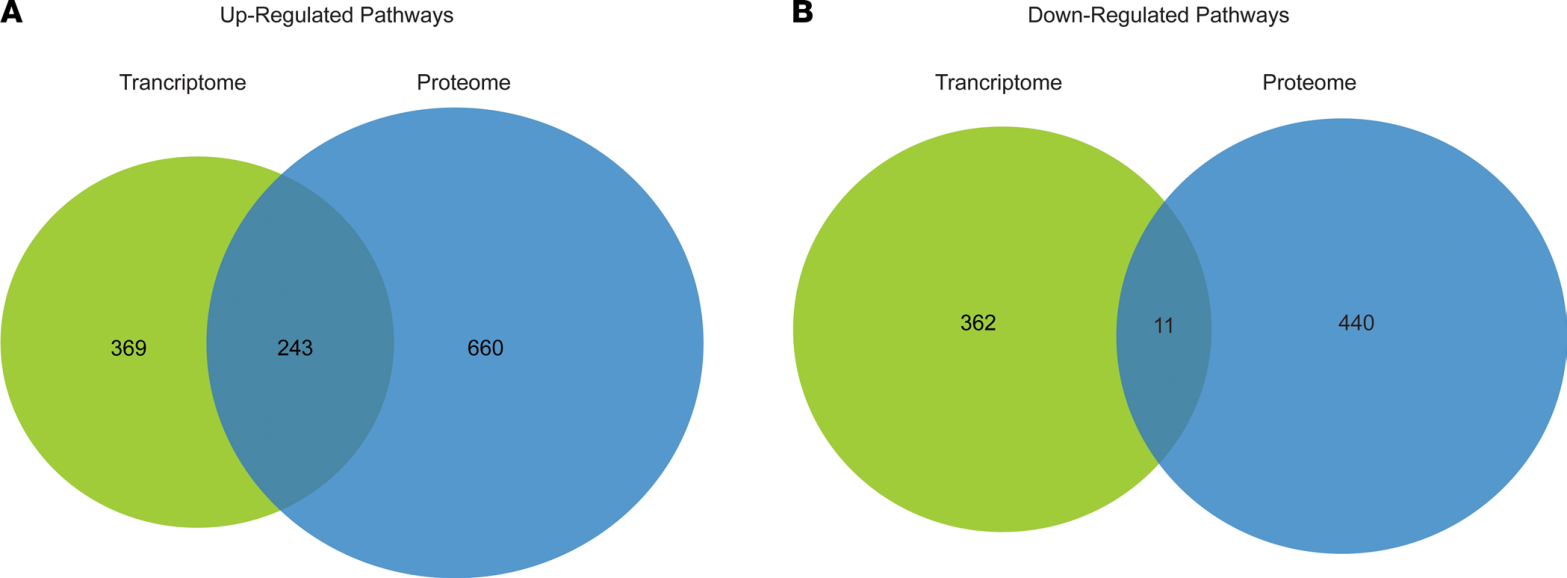
Comparison of upregulated and downregulated from serum-treated NRVM transcripts and circulating proteins found in patient plasma. (**A**) Venn diagram representation of overlapping pathways found to be upregulated based on dysregulated transcripts from DCM serum–treated NRVMs and protein plasma from patients with DCM (369 unique transcriptome pathways, 660 unique protein pathways, and 243 overlapping pathways). (**B**) Venn diagram representation of overlapping pathways found to be downregulated based on dysregulated transcripts from serum-treated NRVMs and protein plasma from patients with DCM (362 unique transcriptome pathways, 440 unique protein pathways, and 11 overlapping pathways). DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes.

**Figure 8:**
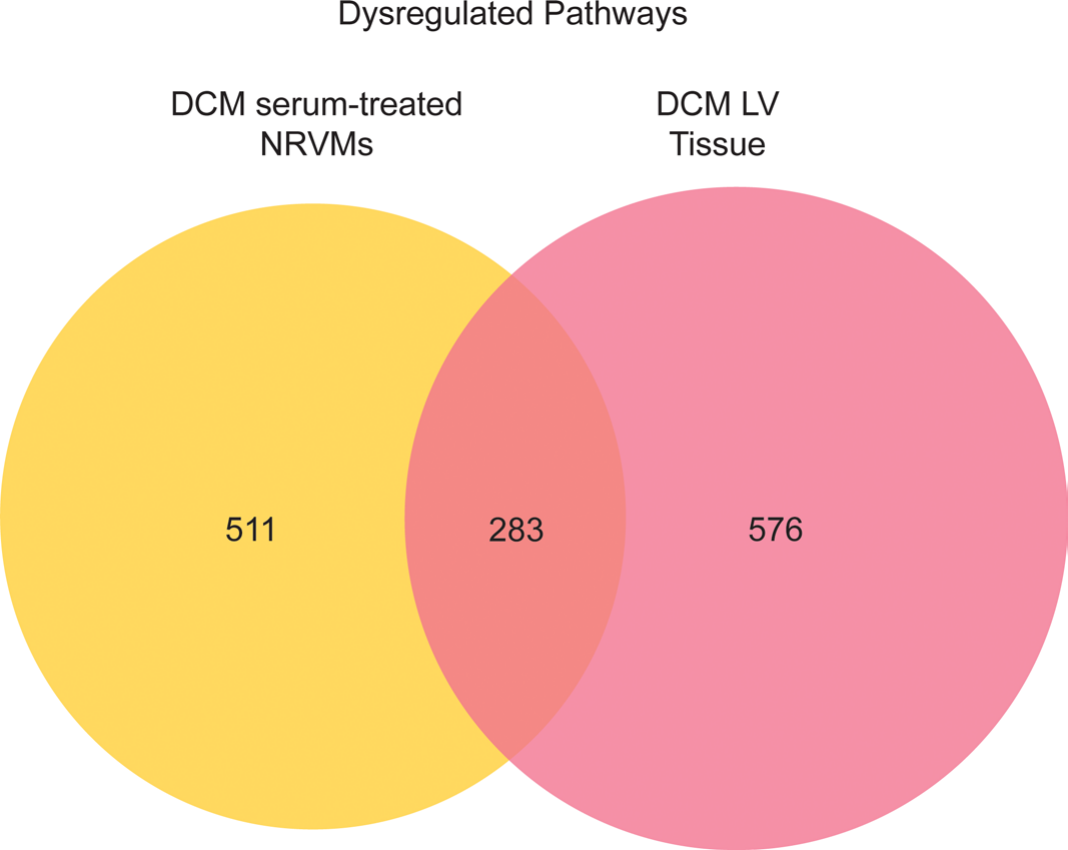
Comparison of pathways commonly altered in the serum-treated NRVM transcriptome and pediatric DCM transcriptome. Venn diagram representation of overlapping pathways altered in pediatric DCM left ventricle (LV) tissue and in serum-treated NRVMs. DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes.

**Figure 9:**
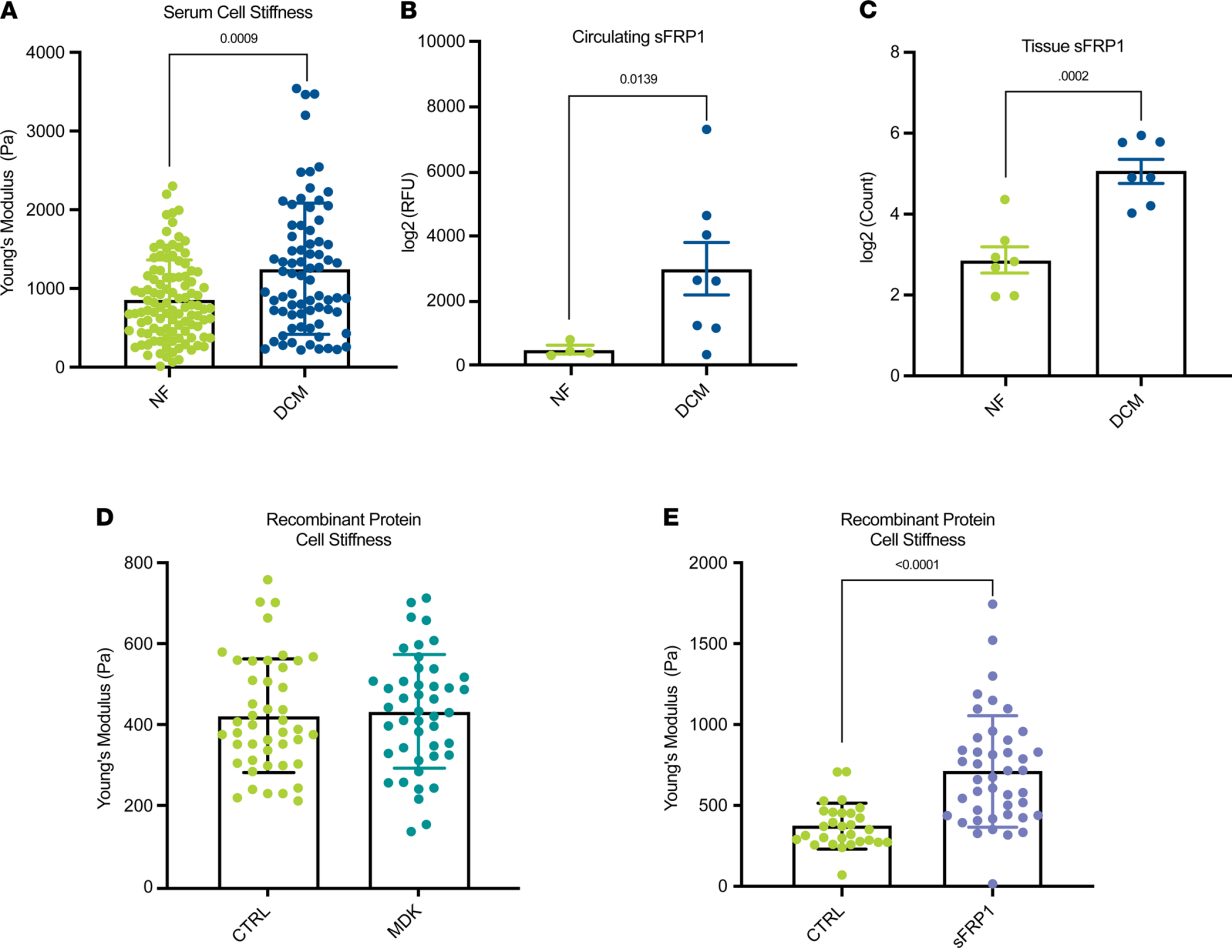
Human recombinant protein sFRP1 increases stiffness in NRVMs. (**A**). Elasticity/stiffness (Young’s modulus) in NRVMs treated with NF and DCM pediatric patient serum. Mann-Whitney *U* test, *P* = 0.0009 (serum). Each dot represents an individual measurement. (**B**) Circulating levels of sFRP1 in DCM (*n* = 8) compared with NF (*n* = 4) controls. *P* = 0.0139. (**C**) Levels of sFRP1 mRNA in pediatric DCM tissue (*n* = 7) compared with NF controls (*n* = 7). *P* = 0.0002. (**D**) NRVMs treated with 1 μg/mL human recombinant MDK for 72 hours. (**E**) NRVMs treated with 1 μg/mL human recombinant (hsFRP1) for 72 hours. *P* < 0.0001. Error bar denotes mean ± SEM. Mann-Whitney *U* *t* test (AFM) or unpaired 2-tailed *t* test (log2 transformed circulating and tissue sFRP1) were used and *P* values are notated in the figure. Mann-Whitney was used in **A**, **D**, and **E** and *t* test in **B** and **C**. DCM, dilated cardiomyopathy; NRVMs, neonatal rat ventricular myocytes; NF, nonfailing; MDK, midkine; AFM, atomic force microscopy; sFRP1, secreted frizzled-related protein 1.

**Table 1:**
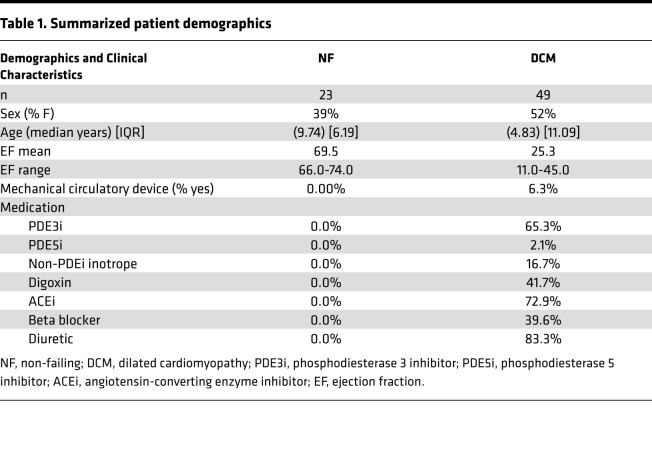
Summarized patient demographics

**Table 8:**
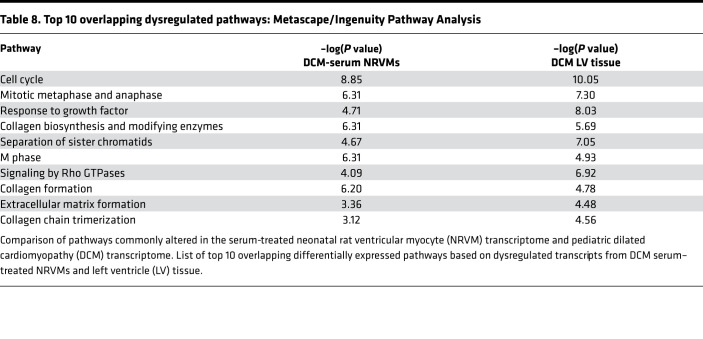
Top 10 overlapping dysregulated pathways: Metascape/Ingenuity Pathway Analysis

**Table 7:**
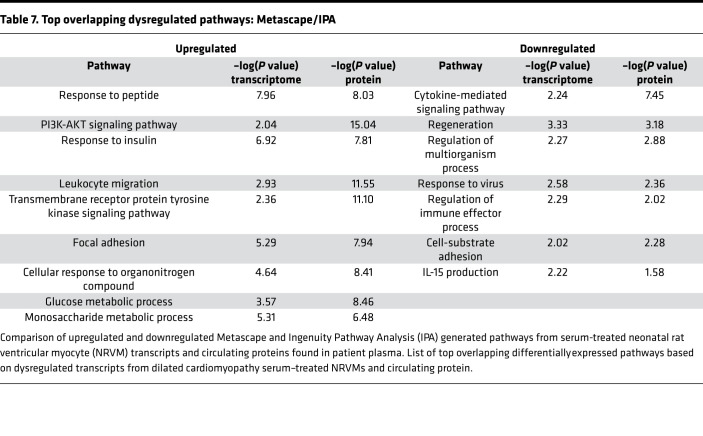
Top overlapping dysregulated pathways: Metascape/IPA

**Table 6:**
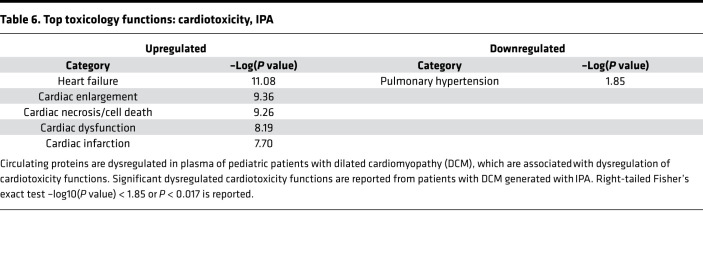
Top toxicology functions: cardiotoxicity, IPA

**Table 2:**
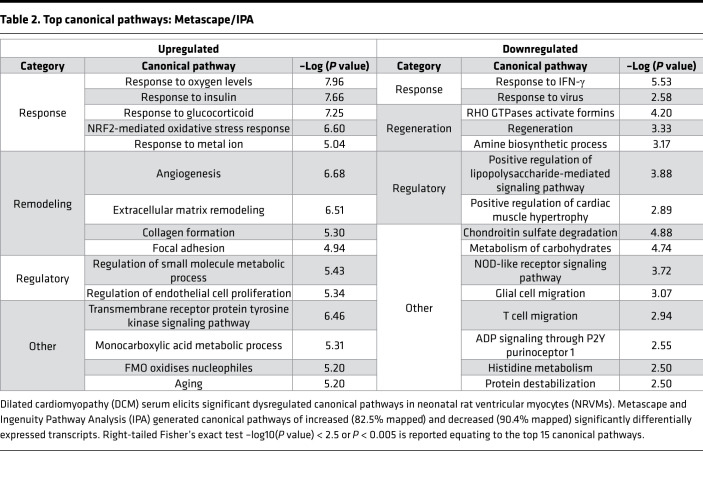
Top canonical pathways: Metascape/IPA

**Table 3:**
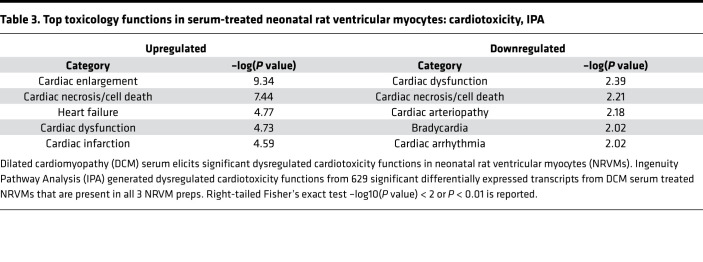
Top toxicology functions in serum-treated neonatal rat ventricular myocytes: cardiotoxicity, IPA

**Table 4:**
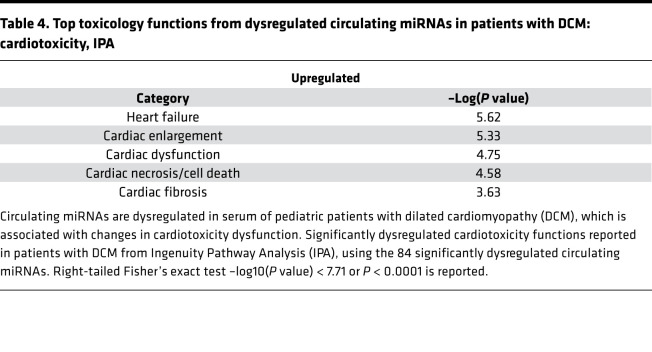
Top toxicology functions from dysregulated circulating miRNAs in patients with DCM: cardiotoxicity, IPA

**Table 5:**
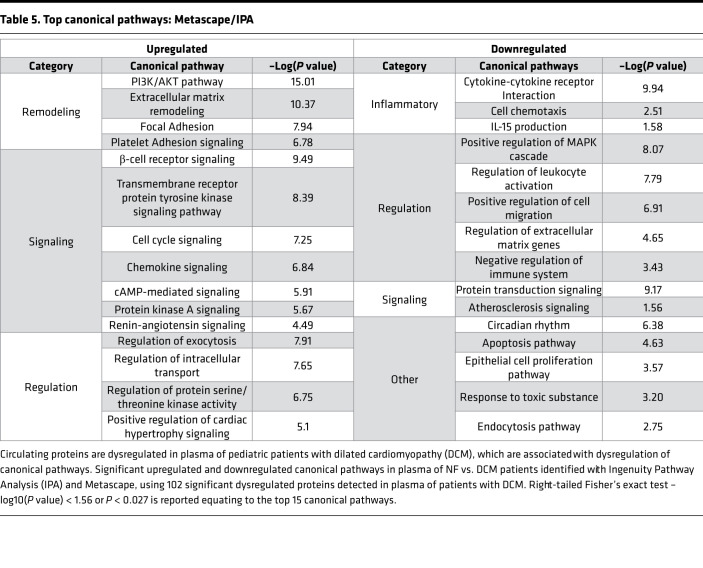
Top canonical pathways: Metascape/IPA

## Version 1 08/12/2021

In-Press Preview

## Version 2 10/08/2021

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

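RNA of NRVMs treated with NF or DCM serum was sequenced in 3 libraries per serum. The authors aligned the reads, computed FPKM with Cufflinks, removed genes with a low variance (under 0.1) and wrote 1 table. Its values are FPKM per library, signed fold changes of each DCM library against the NF library of its preparation, a fold change ratio, and the authors' p-values and q-values. Each of these was tested on the table. The smallest variance of the 6 FPKM values was 0.100, no value was 0, and the signed fold changes equal the FPKM ratios for all 3221 genes. The authors' p-value was recomputed for 3221 of 3221 genes (relative tolerance 1e-06) by a test of the 3 signed fold changes, which are minus the inverse of the ratio where it is below 1, against NF values set just above 1. The equal-variance test of log2 ratios that the methods name recomputed 0 of 3221. The authors' q-values correspond to an adjustment over 11859 genes, and the largest p-value was 0.0271.

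The 3221 entries have 3219 distinct Ensembl identifiers. Of their symbols, 2961 match a symbol or synonym in the reference annotation (2795 the same symbol), and 10 entries show a date in place of a symbol. Genes were therefore matched to lists by symbol, with older symbols included.

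NF and DCM libraries were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on log2(FPKM + 1), and tables were prepared in Python 3.11 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The unpaired fit has 4 residual degrees of freedom (3.38 prior) and the paired fit 2 (3.11 prior). The pairing comes from the authors' columns, which divide each DCM library by 1 NF library. The deviations of paired libraries from their group means had correlations of 0.873, 0.743 and 0.741, and those of other pairs lay between -0.706 and 0.235. Selection of genes whose 3 ratios lie close together favors such correlations. In simulated data of 3221 genes, with 50 genes changed at each fold, the unpaired fit recovered 18%, 86%, 92% and 98% at folds of 1.5, 2, 3 and 4 with 0 false calls. The paired fit recovered 100% at each fold with 27 false calls. Neither called a gene in the wrong direction. The simulated spread was taken from the paired fit of the selected genes, and no selection was applied to the simulated genes. These rates therefore do not carry over to the real table.

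Gene lists, the named genes and the tests were chosen before the data were examined, apart from those said to be chosen afterwards. The paired fit was planned only for the number of genes called, and its use for single genes, gene lists and list tests, and in combination with another choice, was chosen after the data were seen. The paper's Fig. 1 and Tables 2, 3, 7 and 8, which name pathways, had been seen and guided the lists. Named genes were the 12 called genes with the largest change in each direction, filled up with those of smallest unadjusted p where fewer were called, up to 4 members per list and direction, and the genes the paper names. The 12 in each direction leave out loci without a gene name, such as LOC685221. The 37 lists include the matrix (collagen formation, other extracellular matrix, focal adhesion, angiogenesis), responses (hypoxia, glucocorticoid, insulin, NRF2, metal and iron, xenobiotic oxidation, interferon, NOD-like receptor, unfolded protein, immediate early genes), signaling (TGF-beta and YAP, Wnt, midkine, receptor tyrosine kinases), metabolism (carbohydrate, glycosaminoglycan, cholesterol, fatty acid oxidation, oxidative phosphorylation), the fetal gene program, contraction, cell cycle, cell death, ribosomal proteins and markers of fibroblasts, smooth muscle, endothelium, epicardium, Schwann cells and neurons, macrophages, lymphocytes and erythroid cells. Of these, 25 have at least 5 genes in the table and were tested with camera at a preset correlation of 0.01, and 3 have no gene in it (macrophages, lymphocytes and erythroid cells).

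Alternatives covered the test the methods name, an unmoderated test of the 3 ratios, robust eBayes, stricter and unadjusted thresholds, the authors' q, median-centred ratios, filters on variance and FPKM, other pseudocounts, omission of each preparation, an estimated correlation and fry. The comparison of 2 groups in limma that was planned as an alternative is the unpaired fit itself, and no ratio was 0, so the planned handling of ratios of 0 had no case. The sequence reads were not used here, and results for a few genes and 1 list are left out of the text.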

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

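The tests of the explanations weighed in this part, and the limits that decide them, were all chosen after the results were seen.

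Signals in genes outside those the paper discusses drew attention. Phyhd1 had a mean log2 ratio of 1.18 ± 0.22 and Fam46b of 1.19 ± 0.08, and both passed the unpaired and the paired limma fit. Ckmt2, the mitochondrial creatine kinase, had a mean log2 ratio of 2.02 ± 0.23 while 9 of the other contraction genes fell (4, 3 and 6 without preparation A, B or C). Ptpru, a receptor tyrosine phosphatase, had the largest mean log2 ratio of the table, 3.35 ± 0.20, from 0.0985 ± 0.0734 to 0.984 ± 0.736 FPKM, and it passed the paired limma fit (adjusted p = 0.0377) but not the adjustment over the 11859 genes (adjusted p = 0.139).

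Of the 3221 genes of the table, 2968 (92.1%) were lower with DCM serum by the authors' fold change. The authors' test treats lower and higher genes differently, since a ratio below 1 is written as minus its inverse. When NF and DCM were exchanged, 232 of the 2968 lower genes (7.82%) still passed at the table's largest p, against 252 of 253 higher genes. At the bar that higher genes met, lower genes (232) were thus not more numerous than higher ones (253). The excess of lower genes in the table therefore comes with this asymmetry of the test. A scaling difference between NF and DCM libraries cannot be told apart from a lower expression, because centring itself moved the share of lower genes among paired calls from 90.8% to 57.7% and genes outside the selected table were not analysed here. A lower expression of many genes with DCM serum stays open and was not tested, but the share of 92.1% is no support for it.

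Cell cycle and mitosis genes, which the paper does not discuss in these cells, had a median log2 ratio of -0.75 over 63 genes. A lower level shared by the whole table is argued against, since 0 of 10000 random lists of lower genes of like FPKM (0%) had as low a median, the lowest being -0.58. That comparison treats genes as independent, and the call was lost with an estimated correlation (camera adjusted p = 0.968). Fewer fibroblasts, which divide in such cultures, cannot be told apart from a lower cell cycle activity, since the 9 fibroblast markers, of which Lox and Col5a1 are also collagen formation genes, had a median of -0.40 and went from -0.67 to 1.06 (Vim, the most abundant and not restricted to fibroblasts, was at 215 ± 27.5 and 190 ± 51.2 FPKM with NF and DCM serum). A response of the cells to DCM serum stays open, untested. In preparation A the list median of -0.24 was close to that of the table (-0.17). The lower medians were those of B and C (-0.90 and -1.11), whose NF libraries carry the same pair of sample numbers in the labels. Random lists draw genes and not preparations, so an effect of NF serum shared by B and C, if it was shared, cannot be told apart.

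The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. The real split called 4 genes in the unpaired fit and the highest other split 92, so that 2 splits called as many. That other split (NF A, DCM A and DCM B against the rest) points to a structure of the samples that was not identified, since 3 other splits that, like it, keep both libraries of preparation A together called 0. Among the 4 splits that part all 3 pairs, the highest other called 0. With preparation as a block, 4 exchanges of NF and DCM are possible, again too few, of which 1, the real one, called 2185 genes and the highest other 0. Every gene of the table was selected with 1 direction in all 3 preparations, so an exchange in 1 of them breaks that agreement and the 0 comes with the selection. The same selection favors the real division in the unpaired fit.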

How the results depend on the processing

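Of the settings given here, those that combine the replicate block with another choice, and the block in gene lists and list tests, were chosen after the data were seen.

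The unpaired limma fit called 4 genes (3 higher, 1 lower), also with robust eBayes, an FPKM variance above 0.2 or at least 1 FPKM in 3 libraries. It called 2 (1 higher) with a pseudocount of 0.1, 18 (17 higher) with median-centred ratios, 0 (0 higher, 0 lower) at an adjusted p under 0.05, and 533 (79 higher, 454 lower) at an unadjusted p under 0.05. The unmoderated test of 3 ratios called 10 (7 higher, 3 lower), the methods' test 1703 (252 higher, 1451 lower), and the authors' q 3221 (253 higher, 2968 lower). Without replicate A, B or C the unpaired fit called 0 to 0 genes. Preparation as a replicate block called 2185 (201 higher, 1984 lower). The replicate block called 114 (66 higher, 48 lower) adjusted over all genes behind the authors' q, 864 (715 lower) at an adjusted p under 0.05, and 596 (344 lower) with median-centred ratios. Without replicate A, B or C, the block called 1304, 592 and 620 genes (140, 131 and 97 higher, and 1164, 461 and 523 lower). It kept within 1.5 times of its count with no pseudocount, a pseudocount of 0.1 and robust eBayes.

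In the lists behind the upregulated pathways (92 genes), the unpaired fit called 1 higher member and 0 lower. Higher members numbered 18 by the methods' test and the authors' q, 12 at an unadjusted p under 0.05, 3 with centred ratios, 0 at an adjusted p under 0.05, 0 to 0 without 1 replicate, and 17 with the replicate block. Lower members numbered 35 by the methods' test, 74 by the authors' q, 12 at an unadjusted p under 0.05, and 55 with the block. In the lists behind the downregulated pathways (101 genes), 0 were called in either direction by the unpaired fit. Higher members numbered 6 by the methods' test and the authors' q, 1 by the unmoderated test, 2 at an unadjusted p under 0.05 and 5 with the block, and lower members 57, 95, 9 (unadjusted p) and 71 (block).

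Camera passed 7 of 25 lists, and 1 with an estimated correlation. Fry passed 3 lists in direction and 10 mixed. With the replicate block camera passed 10 lists, 0 with an estimated correlation, and fry 17 in direction and 25 mixed. The focal adhesion list, up in camera, was down in fry (adjusted p = 0.376, and 0.187 with the block), where fry does not compare it with other genes. On all genes of the table 3 libraries, against 6 on the called genes, were nearest to one of the same serum. The distance of DCM libraries B and C over that of A and B was 0.760 (Euclidean) and 0.440 by 1 minus Pearson correlation. Spearman in place of Pearson gave correlations of 0.528, 0.387 and 0.572. With centred ratios, Ptk2 went from -0.21 to 0.060, Sfrp1 from -0.12 to 0.15 and Vim from -0.21 to 0.059. Unless the alternative itself tests fewer samples, the cause was not tested. The depth behind each FPKM is unknown, so the 3 preparations alone set the precision.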

Differences from the paper's values

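Combinations of the replicate block with another choice were chosen after the values were seen.

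The paper reports 629 differentially expressed genes at q < 0.10, and the unpaired limma fit called 4 at an adjusted p under 0.10. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 533, within 1.5 times of the paper's value. These were 79 higher and 454 lower genes, against 378 upregulated and 251 downregulated in the paper. The methods' test (1703), the unmoderated test of 3 ratios (10), robust eBayes (4), an adjusted p under 0.05 (0), the authors' q (3221), median-centred ratios (18), the variance filter (4), the FPKM filter (4), a pseudocount of 0.1 (2), the omission of preparation A, B or C (0 each) and preparation as a replicate block (2185) did not.

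For upregulated genes the paper's value is 378 and the unpaired fit called 3. The methods' test (252) and the authors' q (253) came within 1.5 times, and the other alternatives set before the data were examined did not. These 2 counts are simply all higher genes of the table, which cannot hold all 378 of the paper, so they are no near match. For downregulated genes the paper's value is 251 and the unpaired fit called 1. No alternative set before the data were examined came within 1.5 times of it. The replicate block with median-centred ratios, chosen after the values were seen, called 596 genes, 252 higher and 344 lower, and it does not call 2625 of the 3221 genes that the authors' q passes. The block without preparation B (592) or C (620), also chosen after the values were seen, came within 1.5 times of the paper's total. Both had more lower genes (461 and 523) than higher ones (131 and 97), unlike the paper. The paper's own list of genes was not used here.

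The paper's number of genes left after the removal of low variance genes is 4079, and the authors' q corresponds to an adjustment over 11859. No alternative applied to this number.

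The paper gives more upregulated than downregulated genes. By the authors' fold change, 253 genes of the table were higher and 2968 lower, and the paired limma fit called 201 higher and 1984 lower. The unpaired fit (3 higher, 1 lower) and the paired fit adjusted over the 11859 genes (66 higher, 48 lower) had more higher genes. The balance over the 11859 genes comes in part with the selection, which held higher genes to closer ratios than lower ones. The paper lists matrix organization, angiogenesis and focal adhesion as upregulated. In the paired fit, 17 of the 92 genes of these lists rose and 55 fell, and without preparation A, B or C 13 rose each time and 34, 20 and 26 fell. Relative to the preparation medians 18 rose and 18 fell, and over the 11859 genes 9 rose and 1 fell. Collagen formation taken alone had 7 genes that rose and 5 that fell. The authors' test let lower genes into the table more readily than higher ones. Such counts therefore do not weigh against the paper's pathways, which rest on its own list of genes. Of all 3221 genes, 201 rose and 1984 fell in the paired fit. Against the share that rose, genes that rose were over-represented in collagen formation (Fisher adjusted p = 0.000174) and focal adhesion (Fisher adjusted p = 0.0200). Col4a1, Col4a2 and Col6a2 rose and belong to both of these lists, so their results are not independent. Genes that rose were not over-represented in angiogenesis (Fisher adjusted p = 0.123) or other extracellular matrix. The Fisher test treats genes as independent, and camera lost both collagen formation and focal adhesion with an estimated correlation (adjusted p = 0.415 each).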

Other observations

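The simulation in this part and its spread, the list of mitochondrially encoded transcripts, and the use of the paired fit for gene lists, also relative to the medians, over the 11859 genes and without 1 preparation, were chosen after the data were seen.

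Genes of the factors that the paper studies as proteins were also measured in the NRVMs. Mdk, which encodes midkine, fell from 30.3 ± 10.3 to 19.4 ± 10.4 FPKM (SD, n = 3 each), a log2 ratio of -0.72 ± 0.37 (limma paired adjusted p = 0.0374). It did not pass the unpaired limma fit (adjusted p = 0.334) or the paired fit over the 11859 genes (adjusted p = 0.138). Of 6 genes of midkine and its receptors, 1 rose (Sdc4, a syndecan, 0.39 ± 0.02) and 5 fell, also when adjusted over the list alone, and 1, 1 and 0 rose and 5, 3 and 3 fell without preparation A, B or C. Relative to the preparation medians 1 rose and 1 fell, and none passed over the 11859 genes. Sfrp1, a secreted Wnt antagonist, was at 71.3 ± 30.4 FPKM with NF serum and 66.0 ± 31.0 FPKM with DCM serum, a log2 ratio of -0.12 ± 0.16 that did not pass the paired limma fit (adjusted p = 0.234) and was 0.15 with centred ratios. Of 9 Wnt genes, none rose and 5 fell (4 when adjusted over the list alone), Fzd1, a Wnt receptor, among them with -0.72 ± 0.43, and 6 ratios were positive relative to the preparation medians. Without any 1 preparation 3 Wnt genes fell, and 3 fell relative to the medians, but none over the 11859 genes. The unpaired fit called 2 of them lower when adjusted over the list alone. Nppa, Nppb, Myh6, Myh7 and Ttn are not among the 3221 genes.

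Energy metabolism was mixed. Cpt1b, which carries fatty acids into muscle mitochondria, rose from 50.2 ± 8.01 to 73.5 ± 10.5 FPKM, and Hadh, an enzyme of fatty acid oxidation, fell with a log2 ratio of -0.83 ± 0.48. Of 10 genes of fatty acid oxidation, 1 rose and 7 fell (1 and 8 when adjusted over the list alone), and 2 rose and 1 fell relative to the preparation medians. With preparation A, B or C left out, 3, 1 and 3 fell, and over the 11859 genes 1 rose and none fell. The 8 mitochondrially encoded transcripts, listed after the data were seen, had a median log2 ratio of -0.35, and 7 fell (2, 5 and 1 without preparation A, B or C), while 2 fell relative to the medians. Of 3 genes of oxidative phosphorylation, 1 fell (0 when adjusted over the list alone), and relative to the medians none fell and all 3 ratios were positive. Of 4 ribosomal protein genes, 3 rose (4 relative to the medians), with 0.45 ± 0.04 for Rps24. Rps15, which rose only relative to the medians, had a log2 ratio of 0.06 ± 0.02. All 5 genes of the unfolded protein response fell, and 1 of 2 cholesterol genes fell (2 when adjusted over the list alone), but none of either list relative to the medians. Of 7 TGF-beta and YAP targets, 3 rose and 4 fell (3 and 1 relative to the medians), Fst, which binds activin, with 0.36 ± 0.02, and camera gave an adjusted p of 0.167 (0.0129 with preparation as a block, 0.0503 without preparation B, and adjusted p = 0.88 with an estimated correlation with the block). Of 2 immediate early genes, 1 rose and 1 fell, and relative to the medians 1 rose and none fell. Over the 11859 genes 1 of the TGF-beta and YAP targets rose, and no gene passed among the mitochondrially encoded transcripts, oxidative phosphorylation, ribosomal proteins, the unfolded protein response, cholesterol and immediate early genes. Left-out preparations changed these small counts: without A, B or C, 3, 0 and 0 genes of the unfolded protein response fell, 3, 2 and 1 ribosomal genes rose, 2, 2 and 1 of the TGF-beta and YAP targets rose and 3, 1 and 1 fell, no gene of oxidative phosphorylation or cholesterol fell, and the immediate early gene that rose did not pass without C.

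Markers of other cell types did not move together. Medag, a fibroblast marker, had a log2 ratio of 1.06 ± 0.17 and Fbln2, another, -0.67 ± 0.34. Camera placed the fibroblast list higher than the rest of the table (adjusted p = 0.00155, and adjusted p = 0.72 with an estimated correlation), although its median was -0.40, and relative to the preparation medians 3 of the 9 rose and 1 fell. Of 7 smooth muscle markers, 1 rose (Lmod1, a leiomodin, 1.47 ± 0.16) and 6 fell (3, 2 and 4 without preparation A, B or C), with a median of -0.42, and 1 rose and 1 fell relative to the medians. The 3 endothelial markers had a median of 0.32, the 4 epicardial markers, all of which fell (1 without preparation B or C, and 1 relative to the medians), -0.57. The list of Schwann cell and neuronal markers has 1 gene in the table, a neuronal tubulin, which fell with -0.62 but not relative to the medians. Of these markers 2 of fibroblasts and 1 of smooth muscle rose over the 11859 genes, 1 of the epicardium fell, and none of the others passed.

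Data with no difference were simulated for 11859 genes with the spread of the table's genes. The authors' test of signed fold changes passed 1587 of them at q under 0.10, 97 higher and 1490 lower. An equal-variance test of log2 ratios passed 195 (103 higher, 92 lower), and a test of the log2 ratios against 0 passed 0. The spread was taken from selected genes, so these counts are no estimate of false calls in the study.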
